# Transcriptomic analysis of nonylphenol effect on *Saccharomyces cerevisiae*

**DOI:** 10.7717/peerj.10794

**Published:** 2021-02-11

**Authors:** Ceyhun Bereketoglu, Gozde Nacar, Tugba Sari, Bulent Mertoglu, Ajay Pradhan

**Keywords:** Nonylphenol, RNA-seq, *Saccharomyces cerevisiae*, OXPHOS, Cell cycle process

## Abstract

Nonylphenol (NP) is a bioaccumulative environmental estrogen that is widely used as a nonionic surfactant. We have previously examined short-term effects of NP on yeast cells using microarray technology. In the present study, we investigated the adaptive response of *Saccharomyces cerevisiae* BY4742 cells to NP exposure by analyzing genome-wide transcriptional profiles using RNA-sequencing. We used 2 mg/L NP concentration for 40 days of exposure. Gene expression analysis showed that a total of 948 genes were differentially expressed. Of these, 834 genes were downregulated, while 114 genes were significantly upregulated. GO enrichment analysis revealed that 369 GO terms were significantly affected by NP exposure. Further analysis showed that many of the differentially expressed genes were associated with oxidative phosphorylation, iron and copper acquisition, autophagy, pleiotropic drug resistance and cell cycle progression related processes such as DNA and mismatch repair, chromosome segregation, spindle checkpoint activity, and kinetochore organization. Overall, these results provide considerable information and a comprehensive understanding of the adaptive response to NP exposure at the gene expression level.

## Introduction

Nonylphenol ethoxylates (NPEs) are cost-effective non-ionic surfactants that are widely used in household, commercial, industrial and agricultural applications. It is used as detergents, emulsifiers, demulsifiers, solubilizers, antistatic agents, wetting and dispersing agents, cosmetics, plastics and paints (De la Parra-Guerra & Olivero-Verbel, 2020; Li, Jin & Snyder, 2018; Noorimotlagh et al., 2018; Soares et al., 2008). NPEs are readily biodegradable due to the presence of ethoxy groups. The stepwise loss of these groups during the degradation process leads to the formation of nonylphenol (NP) (De Bruin et al., 2019; Li, Jin & Snyder, 2018). Anaerobic conditions are favored for NP formation; however, some studies have indicated that oxic conditions can also drive the reaction (Careghini et al., 2015; Micic & Hofmann, 2009). NP has high hydrophobicity and lipophilic characteristics (log K_ow_ between 3.8 and 4.8) with lower solubility and mobility (Duan et al., 2019; Mattana et al., 2019). Half-life of NP varies between 0.9 and 13.2 days under oxic conditions. The first-order half-life of NP isomers could be >200 days under strongly reduced conditions (Careghini et al., 2015). Hence, NP is a relatively stable chemical and accumulate in different environmental matrices including ground and surface waters, drinking waters, soils, sediments, atmosphere and air (Careghini et al., 2015; De Bruin et al., 2019; Forte et al., 2016; Yang et al., 2020).

Nonylphenol mimics the natural estrogen 17β-estradiol and thereby alters estrogen function at different development and reproductive stages of several model systems (Noorimotlagha et al., 2020; Rachon, 2015). NP has been detected in human adipose tissue, placenta (5.4–54.4 ng NP/g ), maternal blood, breast milk (0.07–57.3 ng NP/ml), urine (0.1–3.7 µg NP/L), plasma samples (53.21 ± 49.74 ng NP/g in housekeeping workers) and hair (4478 ng NP/g) (Chen, Chang & Minatoya, 2020; Chen et al., 2005; Forte et al., 2016; Huang et al., 2014; Nehring, Staniszewska & Falkowska, 2017). The NP concentration in breast milk from Turkish mothers was found to be up to 47 ng/ml (Sise & Uguz, 2017), while 0.1–100 µg NP/kg fresh weight (FW) has been detected in various food content (Acir & Guenther, 2018). In addition, 0.067–0.52 µg/kg of body weight (BW) has been estimated as the average daily uptake value of NP and the tolerable daily intake for NP has been proposed as 5 µg/kg BW/day by The Danish Institute of Safety and Toxicology (Chen, Chang & Minatoya, 2020).

Toxicogenomics (genomics, epigenomics, transcriptomics, proteomics and metabolomics) are implemented to understand the molecular mechanisms of compounds or pollutants (Auerbach, 2017; Dos Santos & Sa-Correia, 2015). RNA sequencing (RNA-seq) is an advanced toxicogenomic tool used for generating whole-genome transcriptomic data by high-throughput sequencing technologies. In recent years, it has started to replace hybridization-based microarray platforms because of its advantages such as highly reproducibility, detection of low abundance transcripts, identification of genetic variants, relatively little technical variation and non-reliance on probe selection (Reed et al., 2019; Zhao et al., 2014).

*Saccharomyces cerevisiae (S. cerevisiae)*, a budding yeast, is a eukaryotic model organism that is used in various studies to investigate aging, cell cycle, neurodegenerative diseases, regulation of gene expression and many different biological processes (Karathia et al., 2011). *S. cerevisiae* has simple growth conditions, rapid reproductive rates, and can be manipulated easily (Dos Santos & Sa-Correia, 2015). Moreover, the annotation and characterization of this organism were performed (Goffeau et al., 1996), and the data uploaded to different publicly available databases (Dos Santos & Sa-Correia, 2015). Besides, *S. cerevisiae* has several structures and functions which are similar with higher eukaryotes including humans. Around 17% of yeast genes are members of orthologous gene families associated with human disease. The mammalian homologs for the majority of these genes are functional in yeast and complement yeast deletion mutants. Besides, for most of the genes, protein amino acid sequences and protein functions in yeast have been conserved (Botstein & Fink, 2011; Dos Santos et al., 2012; Heinicke et al., 2007). Hence, this organism could potentially be used to reveal the underlying molecular mechanisms of toxicity of pollutants and extrapolate the data in higher eukaryotes (Duina, Miller & Keeney, 2014; Nomura et al., 2013).

Several studies have investigated the short- and long-term effects of NP on different species to reveal its toxicity at the gene level (Duan et al., 2017; Forte et al., 2016; Jin et al., 2010; Kazemi et al., 2016; Robertson & McCormick, 2012; Shelley et al., 2012; Won, Woo & Yum, 2014; Xu et al., 2020). However, most of these studies have focused on only specific genes rather than determining the impact on the whole genome. We have previously determined the short-term effects (acute toxicity) of NP on *S. cerevisiae* using microarray platform (Bereketoglu et al., 2017b). We found that exposure to NP resulted in substantial changes in the expression of genes involved in oxidative phosphorylation, cell wall biogenesis, ribosomal biogenesis, RNA processing, and genes encoding heat shock proteins and ubiquitin-conjugating enzymes. In this follow-up study, we examined the adaptive response of yeast cells towards NP at environmentally relevant concentration. The transcript profile revealed that NP affects different signaling pathways including, cell cycle, iron and copper metabolism, mitochondrial oxidative phosphorylation (OXPHOS) and autophagy.

## Materials and Methods

### Strain, growth conditions and NP exposure

*Saccharomyces cerevisiae* BY4742 (Matα; his3Δ1; leu2Δ0; lys2Δ0; ura3Δ0) was obtained from the Euroscarf collection (Frankfurt, Germany). To obtain single colonies, prepared yeast extract-peptone-glucose (YPD) agar (2% (w/v) D-glucose, 2% (w/v) peptone, 1% (w/v) yeast extract, 1% (w/v) agar) plates were spread with stock yeast cells using sterile loop and incubated at 30 °C for 48 h. *S. cerevisea* cells were cultured at 30 °C in a shaking incubator. The shaking speed was maintained at 180 rpm. To prepare the starting culture, 25 mL of YPD medium (2% (w/v) D-glucose, 2% (w/v) peptone, 1% (w/v) yeast extract) was taken and a single yeast colony was inoculated from an overnight cultured yeast plate. From the starting culture, 1% of the culture was taken and inoculated in 100 mL YPD medium and cultured.

Nonylphenol stock solution was prepared in ethanol, and then the first round of the exposure was initiated by adding NP to the cultures to reach final concentrations (0.1, 1 and 2 mg/L NP) at time 0 h. These concentrations were chosen based on previous study (Bereketoglu et al., 2017b). The final concentration of ethanol in the medium was maintained at 1% (vol/vol), which did not affect growth. Ethanol, 1% (vol/vol) was used as vehicle control. At the end of 22 hr of exposure, 1 mL sample was taken from each of the cultures, centrifuged, and the pelleted cells were suspended in 1 mL of liquid YPD medium. This process was repeated three times to remove possible NP residuals. After the washing procedure, suspended cells were transferred to the new 100 mL YPD in 500 mL flasks and NP was added to the cultures to reach the above mentioned final concentrations of NP, and the second round of the exposure was initiated. The exposure was performed for 40 rounds by repeating the above steps.

To determine the inhibition/mortality rates following NP exposure, cell viability analysis was performed by vital staining with methylene blue solution (0.01% methylene blue, 2% sodium citrate), as described previously (Bereketoglu et al., 2017b). Briefly, aliquots of yeast cultures exposed to NP for 8 h were taken and stained with methylene blue solution. The number of dead (stained blue) and live (unstained) cells were determined microscopically within 10 min of staining. The growth curve for the selected chemical concentrations was determined by monitoring optical density at 600 nm. Briefly, optical density measurements were conducted every 4 h with a spectrophotometer (PhotoLab 7100 VIS, WTW, Germany). Three independent experiments were performed for each concentration. Finally, samples were harvested and snap freezed in liquid nitrogen, and stored at −80 °C until the RNA isolation.

### RNA isolation and RNA-seq analysis

RNA isolation was performed using the mechanical lysis protocol provided with the RNeasy Mini Kit (Cat. no.: 74104; Qiagen, Venlo, Netherlands). RNA quality and quantity were analyzed using a NanoDrop ND-100 UV-Vis spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). RNA integrity (RIN) was determined with an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA) device using an RNA 6000 Nano Assay kit (Agilent Technologies, Santa Clara, CA, USA), and only those samples with RIN values between 6.5 and 10 were used for further analysis. Triplicate RNA samples with the best quality were selected for transcriptional analysis.

RNA-Seq was performed by BGI Genomics Organization, Ltd (Hong Kong, China). Libraries for RNA-Seq were prepared using the following procedure. The poly-A mRNA was purified and fragmented into small pieces. The RNA was converted into first strand cDNA and then second strand was synthesized using DNA polymerase I and RNase H. This was followed by addition of single Adennine base and attachment of adapter sequence. The modified fragments were purified and amplified using PCR. The PCR yield was quantified by Qubit and pooled samples were pooled to make a single strand DNA circle (ssDNA circle), to get the final library. DNA nanoballs (DNBs) were generated using the ssDNA circle. The DNBs were then read through on the BGISEQ-500 platform and stepwise sequencing using Combinational Probe-Anchor Synthesis Sequencing Method was performed. The RNA-Seq data is submitted to Gene Expression Omnibus (GEO) under accession number GSE158124.

### Data analysis

RNA-Seq data was analyzed using Partek Genomic Flow software (Partek, St. Louis, MO, USA). The raw data files were first analyzed for sequence quality using pre-alignment QA/QC. The reads were then aligned to the *S. cerevisiae* genome (R64-1-1) using STAR 2.5.3a aligner index (Dobin et al., 2013). Genome assembly and annotation files were obtained from Ensemble genome browser. The generated counts were normalized using counts per million (CPM) method and the differentially regulated genes were identified using differential gene expression (GSA) algorithm (Law et al., 2014). Then, gene ontology (GO) enrichment anaylsis was performed to determine GO terms. For pathway analysis KEGG pathway database was used (Kanehisa & Goto, 2000). False discovery rate (FDR) was set to 0.05, *p* value to 0.05 and fold change +/− 1.5 fold. To summarize the gene expression analysis, principal component analysis (PCA) was performed. An average linkage hierarchical cluster analysis was performed to compare the difference in the global gene expression profiles of the treated and control samples. To generate a functional relationship network structure, the enriched GO terms were entered into the Reduce and Visualize Gene Ontology (REViGO; http://revigo.irb.hr/) and summarized by removing redundant GO terms (Supek et al., 2011).

### Validation of RNA-seq data using quantitative real-time PCR

To validate the transcriptomic data, quantitative real-time PCR (qPCR) analysis was performed. Five genes were selected for qPCR analysis. The cDNA samples were synthesized from equivalent amounts of the total RNA samples used in the RNA-Seq analysis, using a qScript cDNA Synthesis Kit (Quanta, Gaithersburg, MD, USA), according to the manufacturer’s instructions. Then, qRT-PCR was carried out with a Light-Cycler device using a LightCycler FastStart DNA Master SYBR Green I Kit (Roche Molecular Biochemicals, Mannheim, Germany), according to the manufacturer’s instructions. Primer sequences were either obtained from previously published studies (Bereketoglu et al., 2017b; Bisquert, Muñiz-Calvo & Guillamón, 2018; Ye et al., 2006) (Table S1). Thermocycling conditions were as follows: 1 cycle of initial denaturation at 95 °C for 10 min, followed by 45 quantification cycles of denaturation at 95 °C for 10 s, primer annealing at primer-specific temperatures for 10 s, and primer extension at 72 °C for 25 s. The fold changes were calculated according to the ΔΔCt method, as described by Schmittgen & Livak (2008). Actin (*ACT1*) was used to normalize gene expression. All exposed and control samples were analyzed in triplicate.

## Results

### Inhibition of *S. cerevisiae* BY4742 growth by treatment with NP

*Saccharomyces cerevisiae* BY4742 cultures were treated with 0 (control), 0.1, 1 and 2 mg/L NP (in ethanol) for 40 growth cycles (from 0 to 24 h in the growth curve for each growth cycle) by refreshing YPD culture and NP every cycle. These exposure concentrations were chosen based on our previous study (Bereketoglu et al., 2017b). To determine the appropriate concentrations of NP for RNA-seq analysis, we measured cell viability by methylene blue staining (Supplemental Material 1). No cell death was observed at any of the above concentrations, while at 2 mg/L NP exposure dose the growth was inhibited at the earlier growth cycles (Figs. 1A–1C). Although cells exposed to 2 mg/L NP showed an inhibition in the growth at the earlier growth cycles, they adapted to the treatment and had a similar growth pattern as control (Figs. 1D and 1E). We, therefore, established 2 mg/L NP as an appropriate concentration to investigate the transcription profiles of yeast. Finally, the growth was analyzed by measuring optical density at 600 nm which showed that 2 mg/L NP resulted in a distinct growth pattern compared with other doses and control (Fig. 1). We further calculated the generation time at log phase and found that 2 mg/L NP exposure group had a higher generation time compared to other exposure groups and the control at early grotwh cycles (Fig. 1F). However, at later growth cycles, yeast cells in this group showed an adaptive response to NP exposure and generation time decreased to the control level (Fig. 1F).

**Figure 1:**
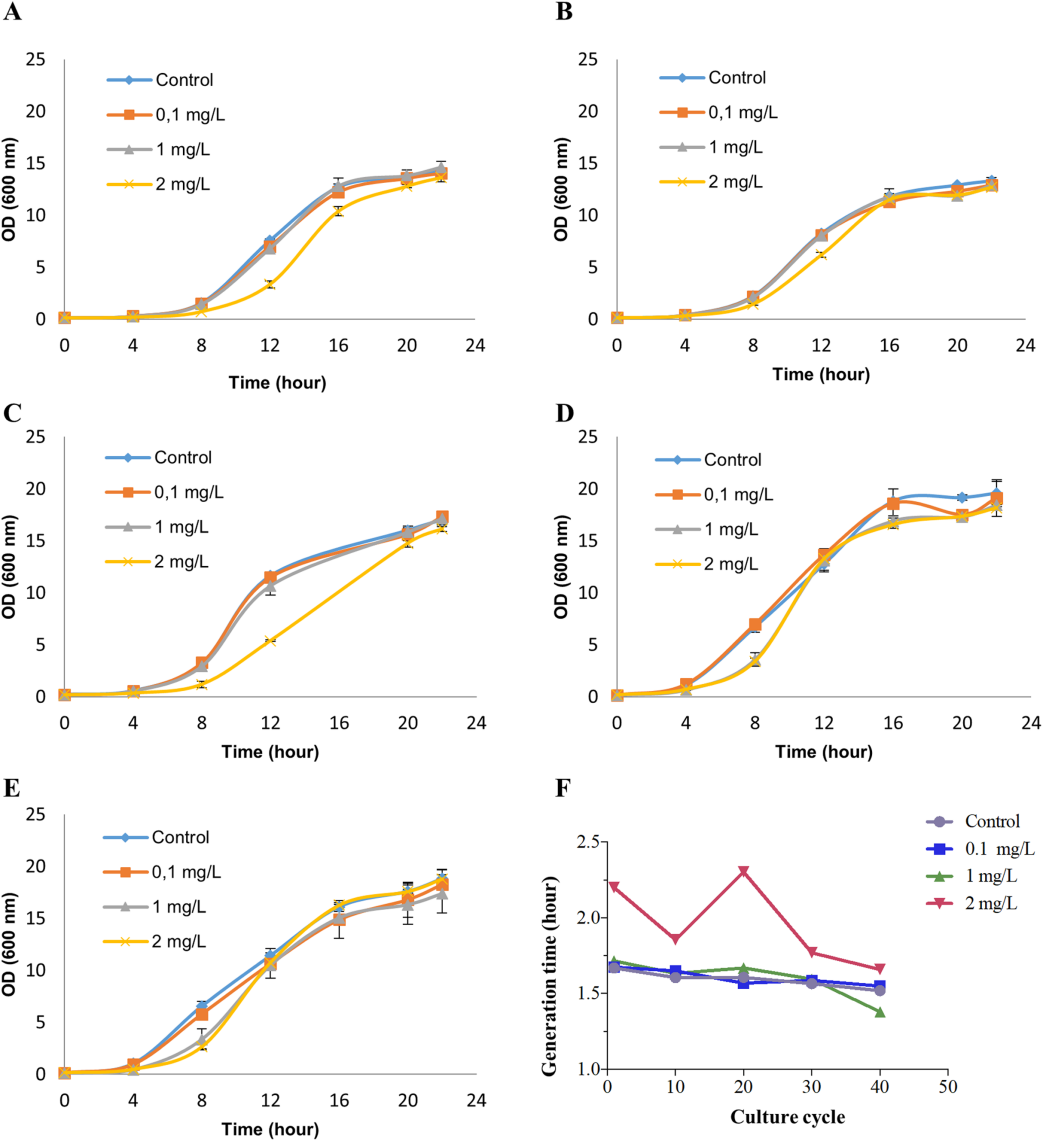
Growth patterns of *Saccharomyces cerevisiae* strain BY4742 upon exposure to various concentrations of nonylphenol (NP). Cells were exposed to 0.1, 1 and 2 mg/L concentrations of NP and the growth was recorded by measuring optical density at 600 nm. (A) The 1st round, (B) the 10th round, (C) the 20th round, (D) the 30th round and (E) the 40th round of the exposure period. (F) Generation time was determined for the growth data.

### Gene expression analyses of yeast cells exposed to 2 mg/L of NP

To analyze the global gene expression following NP treatment, mRNA was isolated from three individual biological replicates, and RNA-seq was performed. 

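Transcripts were compared between 3 control and 3 NP-treated cultures of BY4742, a haploid laboratory strain of mating type alpha derived from S288C. NP is an alkylphenol formed when nonylphenol ethoxylate surfactants are degraded. The treated cultures received 2 mg/L NP for 40 rounds of 22 h and the controls received the ethanol vehicle. Poly-A RNA was fragmented, copied into cDNA and sequenced as DNA nanoballs. According to the submitters' processing notes, reads were aligned with STAR 2.5.3a to genome build R64 and analyzed in Partek, and by the methods the counts were scaled to CPM and compared with the gene-specific analysis (GSA) of that software. The values used here are the p-value, the step-up FDR and the fold change of each differentially expressed gene (DEG) in the authors' deposited table. Values per library were not used here, so the depth of each library and the spread between the 3 replicates of a group are unknown, and no error stands beside a fold change. Since a step-up FDR is the p-value multiplied by the number of tested genes and divided by the rank, the listed values give the size of the test, which was 6017 genes. From the last listed rank, at least 1095 genes had an FDR under 0.05, and at least 147 of these were left out by the 1.5-fold filter. The DEGs were grouped with 42 lists of yeast genes that were fixed before the deposited values were examined but after Supplemental Information 2, which holds the same fold changes, had been read. For each of the 37 lists with at least 3 DEGs, Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over the 37 lists) compared the numbers of higher and lower DEGs inside the list with those of all other DEGs. This tests the direction of a list against the other DEGs, not its enrichment, and it counts genes as independent, although genes of one complex are often regulated together. Because most DEGs were lower, a short list in which every DEG is lower cannot pass, since even 23 lower genes of 23 give p = 0.0985 by Fisher's exact test. Members of a list that are not DEGs include genes that missed a threshold as well as genes that were not tested.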

We performed PCA to summarize gene expression profiles. The principal component 1 explained 85.17% of the variation and the second component 8.21%. PCA showed that the model can be used to differentiate the treated and the control samples (Fig. 2A). We then performed an average linkage hierarchical cluster analysis to compare the difference in the global gene expression of the NP-treated samples with the control (Fig. 2B). All the treated samples were clustered and separated from the control samples, suggesting that there is a distinct difference in gene expression between control and treated samples.

**Figure 2:**
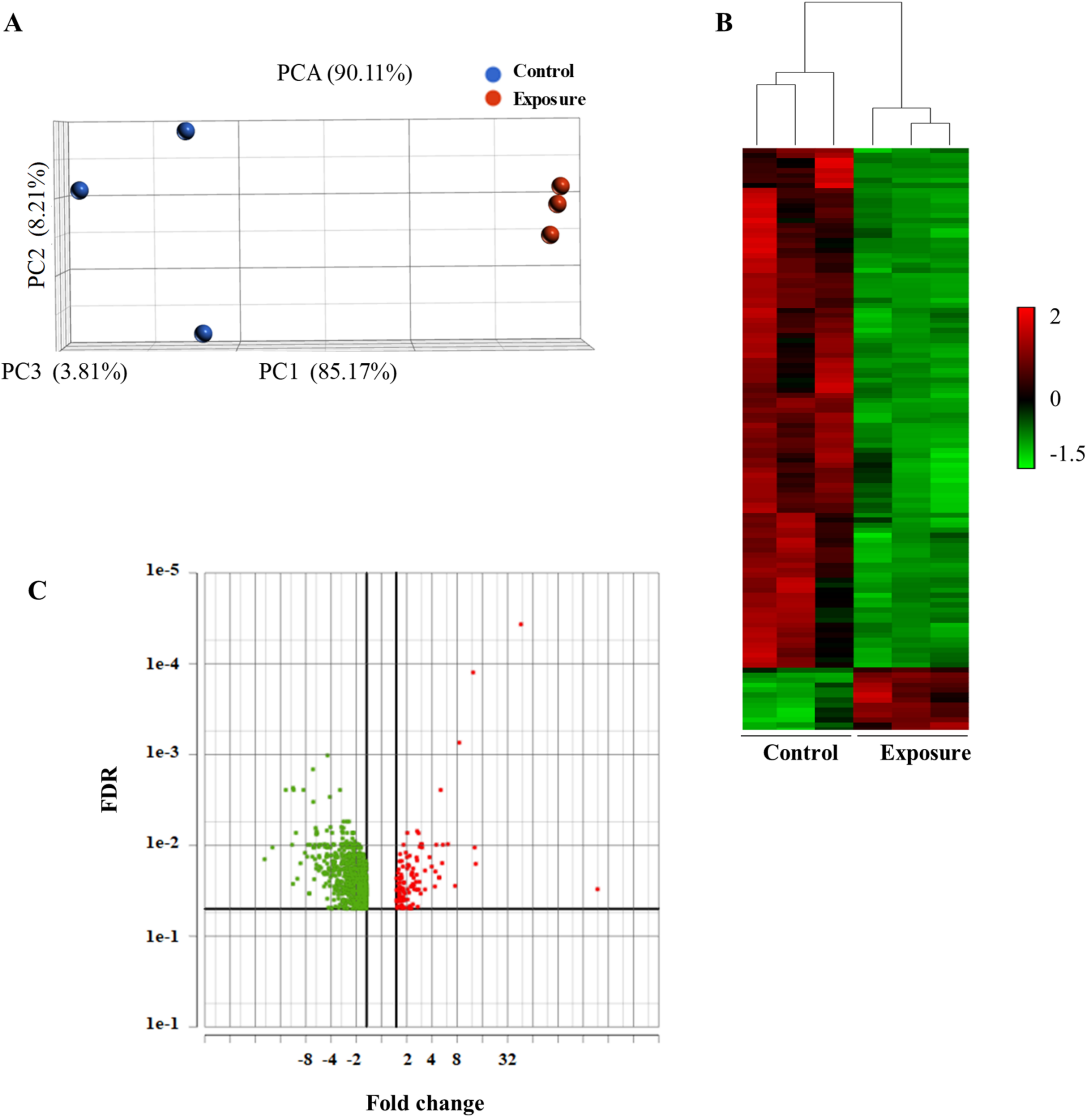
Principal component analysis (PCA) and hierarchical cluster analysis of gene expression data between the NP exposed and the control yeast cells. (A) The PCA score plot showing the distribution of NP and control based on gene responses. (B) The cluster analysis displaying gene expression changes in the yeast cells of NP exposed and control. (C) Volcano plot of the upregulated and downregulated genes. The volcano plot shows the upregulated and downregulated DEGs in yeast cells in response to NP. For each plot, the *x*-axis represents the fold change (FC). Genes with false discovery rate (FDR) and *p* value of less than 0.05 were assigned as differentially expressed.

Differentially expressed genes (DEGs) following 40 growth cycles exposure to 2 mg/L NP were determined. Genes were considered to be differentially expressed with an adjusted *p* value of less than 0.05 and applying a 1.5-fold cutoff. RNA-seq analysis revealed a total of 948 differentially expressed genes in yeast exposed to NP compared with the control. Of these, 834 were downregulated (Fig. 2C, green dots) and 114 were upregulated (Fig. 2C, red dots). 

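The catabolic serine (threonine) deaminase gene CHA1 was 46.2-fold higher under NP in the authors' deposited table, the aldehyde dehydrogenase gene ALD6 13.0-fold higher and the high-affinity glucose transporter gene HXT2 12.4-fold higher. TAR1 is listed at 379-fold higher in the authors' deposited table, but it lies on chromosome XII from 454696 to 455070 (R64), wholly inside the gene of the 25S ribosomal RNA on the opposite strand, so that reads of the pair can be told apart only with strand. At the other end of the authors' deposited table stood PRM6 and FIG1, both induced by mating pheromone, which were 24.9-fold lower and 20.0-fold lower, TDA6 (13.9-fold lower) and the spore wall chitin deacetylase gene CDA1 (11.7-fold lower). The expression level of each gene is not given, so it is unknown whether such large changes rest on few reads. Of the 6017 tested genes, 13.9% were lower and 1.89% higher in the authors' deposited table, with a median change of 1.98-fold among the lower and 2.03-fold among the higher genes. Changes beyond 5-fold were listed for 39 lower and 11 higher genes in the authors' deposited table. On the R64 annotation, 104 of 814 lower genes (12.8%) and 5 of 100 higher genes (5%) of the authors' deposited table lay within 30 kb of a chromosome end (Fisher's exact test, two-sided, p = 0.0215). Gene names without a match in that annotation made up 12.3% of the higher and 2.40% of the lower genes of the authors' deposited table (Fisher's exact test, two-sided, p = 1.06e-05), and they entered no comparison of position. The test of position was not adjusted and counts genes as independent. The lower genes include families of related copies, such as 10 subtelomeric helicase and COS genes. The share of all tested genes that lies near a chromosome end was not computed. Of the 37 lists tested for direction, 9 held a larger share of higher genes than the other DEGs at an adjusted p under 0.05 from Fisher's exact test and 0 held a larger share of lower genes, while in 21 lists every DEG was lower in the authors' deposited table. The numbers depend on the thresholds, with 64 lower and 13 higher genes at an FDR under 0.01 and 408 lower and 59 higher genes beyond 2-fold in the authors' deposited table.

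**Figure D1:**
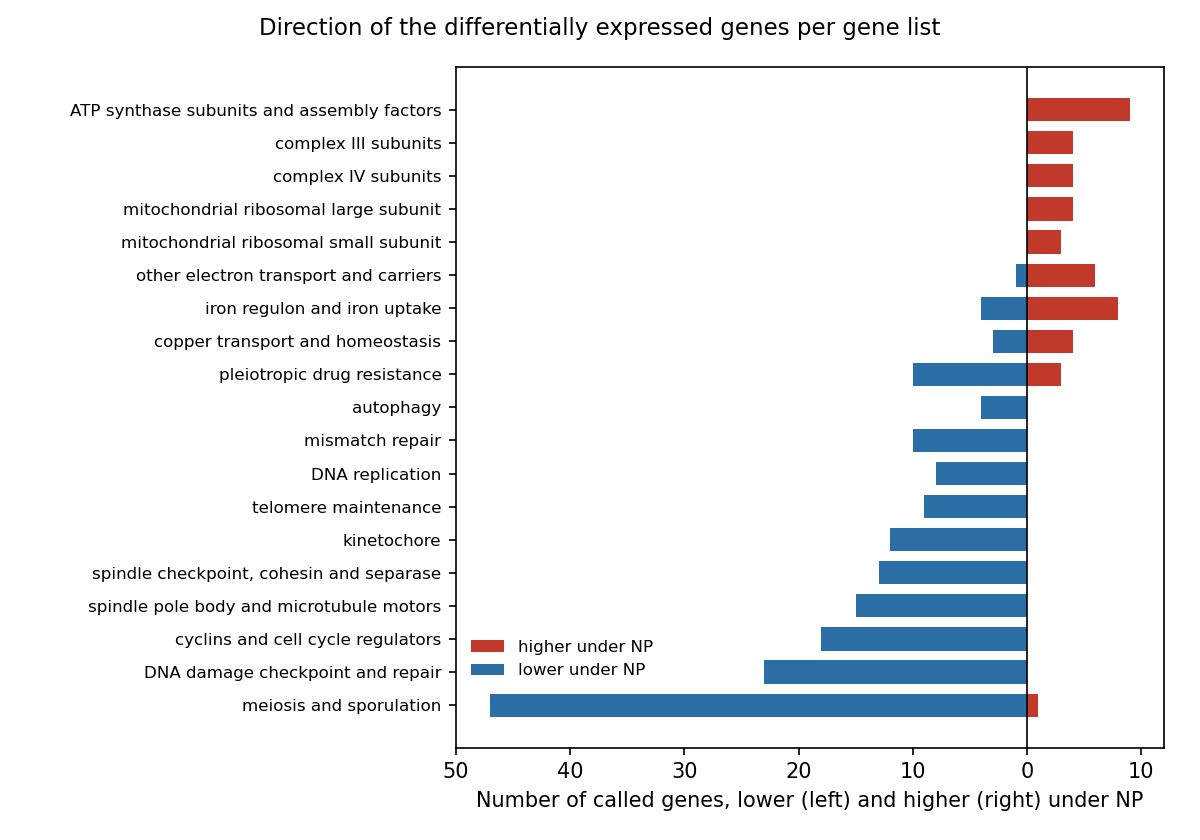
Numbers of DEGs that were lower (blue, left) and higher (red, right) under NP in the authors' deposited table, for 19 of the gene lists (y-axis). The ATP synthase list holds 9 higher and 0 lower genes, and the list of meiosis and sporulation genes 1 higher and 47 lower genes.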

A complete list of these genes and their expression levels can be found in Supplemental Material 2.

### GO enrichment and pathway analyses of DEGs

We performed GO enrichment analysis to determine the DEGs in the NP-treated group compared with the control. GO enrichment analysis revealed that 369 GO terms were significantly affected (For the whole list see Supplemental Material 3). Many of the DEGs were associated with cell cycle processes (meiotic cell cycle process, cell division, chromosome segregation and chromosome organization), DNA associated processes including DNA recombination and DNA metabolism, cell wall assembly, cell wall organization or biogenesis, and transport processes such as carbohydrate and transmembrane transports (Fig. 3). 

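Most DEGs among the genes that diploid cells use during sporulation were lower under NP in this haploid strain: of the 91 members of a meiosis and sporulation list, 47 were lower and 1 was higher in the authors' deposited table. The other 43 members were not DEGs. The lower members with the largest changes in the authors' deposited table were the chitin deacetylase gene CDA1, the septin gene SPR28 (7.72-fold lower), PES4 (6.11-fold lower) and SPS22 (5.99-fold lower), and the higher one was SPS100. How strongly these genes were expressed in the controls is not given, so their changes may lie between low levels. The share of higher genes was 2.08% in this list and 12.6% among the other DEGs (Fisher's exact test, two-sided, p = 0.0225, adjusted p = 0.0832 over 37 lists), so the difference did not pass the adjustment. Of 35 cell wall and flocculation genes, 15 were lower and 0 higher in the authors' deposited table, among them PIR3 (10.1-fold lower) and PIR5 (3.19-fold lower), which encode mannoproteins of the cell wall (adjusted p = 0.418, Fisher's exact test). By term, the authors' deposited table gives 76 DEGs and P = 9.39e-12 for the meiotic cell cycle process and 75 DEGs and P = 3.40e-11 for DNA recombination. Chromosome segregation holds 51 DEGs (P = 4.44e-05), DNA metabolic process 112 (P = 1.20e-04) and cell division 71 (P = 0.00613) in the authors' deposited table. For cell wall assembly the term holds 25 DEGs (P = 5.10e-08), for transmembrane transport 93 (P = 5.27e-06) and for carbohydrate transport 12 (P = 0.0276) in the authors' deposited table. The listed P-values carry no stated correction for the number of terms, and after multiplication by the 369 terms listed, 92 of them stay under 0.05. As these 369 are the terms with P under 0.05 and the number tested is not given, the factor is too small, and at most 92 terms would pass a full correction of this kind. The terms overlap in their genes, and the background of this enrichment is not given in the sources used here.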

The top 15 enriched GO terms are shown in Fig. 4A. To identify the significantly affected pathways, KEGG pathway enrichment analysis was applied. DEGs were significantly clustered in 25 pathways (For the whole list see Supplemental Material 4). Moreover, several genes were associated with KEGG pathways including glycolysis/gluconeogenesis, metabolic pathways, arginine biosynthesis, meiosis-yeast and galactose metabolism. 

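Every DEG among 23 genes of glycolytic enzymes was lower under NP, 12 in the authors' deposited table. They include the pyruvate decarboxylase gene PDC6 (3.61-fold lower), TDH2 (3.01-fold lower), which encodes glyceraldehyde-3-phosphate dehydrogenase, the enolase gene ENO1 (2.80-fold lower) and the phosphofructokinase gene PFK2 (2.19-fold lower) in the authors' deposited table. Of 19 genes of arginine metabolism, 10 were lower and 0 higher in the authors' deposited table, led by the arginase gene CAR1 (4.38-fold lower) and the ornithine transaminase gene CAR2 (2.60-fold lower), both of arginine breakdown. Of 21 galactose and maltose genes, 10 were lower and 0 higher in the authors' deposited table, among them IMA1 (2.66-fold lower), GAL7 (2.62-fold lower) and MAL12 (2.29-fold lower). None of these 3 lists could be told apart in direction from the other DEGs, most of which were lower too (adjusted p = 0.548, 0.694 and 0.694, Fisher's exact test). The pathway rows of the authors' deposited table give 22 DEGs for glycolysis/gluconeogenesis (P = 3.17e-06), 138 for metabolic pathways (P = 3.38e-06), 11 for arginine biosynthesis (P = 1.24e-05), 37 for meiosis (P = 1.38e-05) and 12 for galactose metabolism (P = 3.56e-05). Multiplied by the 25 pathways listed, all with P under 0.05, the P-values of 13 stay under 0.05. This is the most that would pass a full correction of this kind, since the pathways tested were at least 25.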

The top 15 enriched KEGG pathways are shown in Fig. 4B. 

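The pathway rows of the authors' deposited table hold 33 DEGs of the yeast cell cycle (P = 2.54e-04), 19 of oxidative phosphorylation (P = 0.00137) and 7 of mismatch repair (P = 0.0176). In the order of their P-values these are numbers 10, 13 and 20 of the 25 pathways. Multiplied by 25, the values become 0.00634 for the cell cycle, 0.0341 for oxidative phosphorylation and 0.440 for mismatch repair. The 25 pathways are those listed, all with P under 0.05, and the number tested is not given. For a correction that multiplies P by the number tested, 25 is thus the smallest factor there can be. By this correction mismatch repair exceeds 0.05 even so, and for the other 2 it stays open whether they pass. A step-up FDR, which is less strict, was not computed for the pathways.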

Of special interest, cell cycle—yeast, oxidative phosphorylation and mismatch repair pathways were also significantly affected (Supplemental Material 4; Each of these functions will be discussed in more depth in subsequent sections).

**Figure 3:**
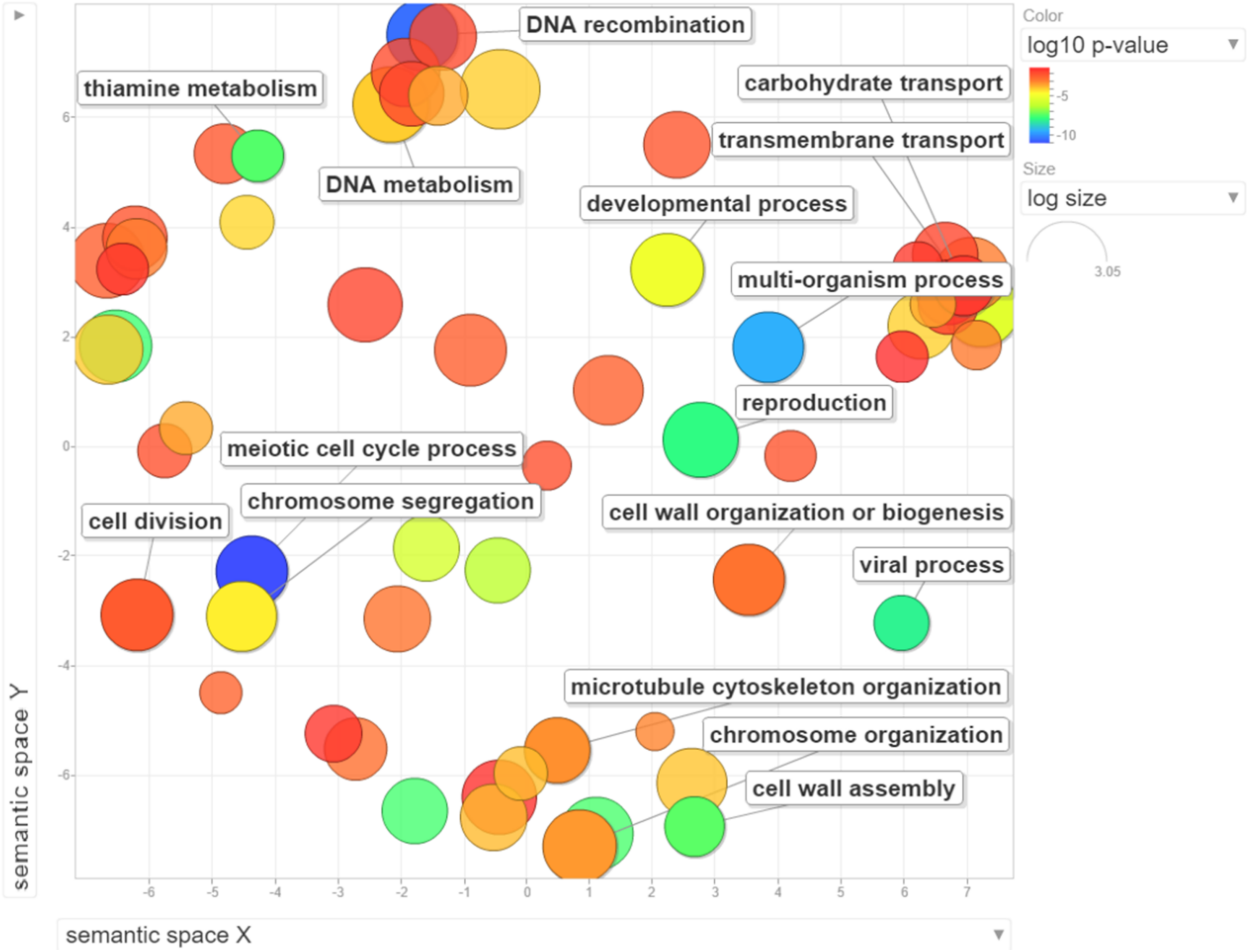
Visualization of GO enrichment analysis for differentially expressed genes under NP treatment. Circle size represents the frequency of the GO term, while color indicates the log10 *p*-value. Red higher; blue lower.

**Figure 4:**
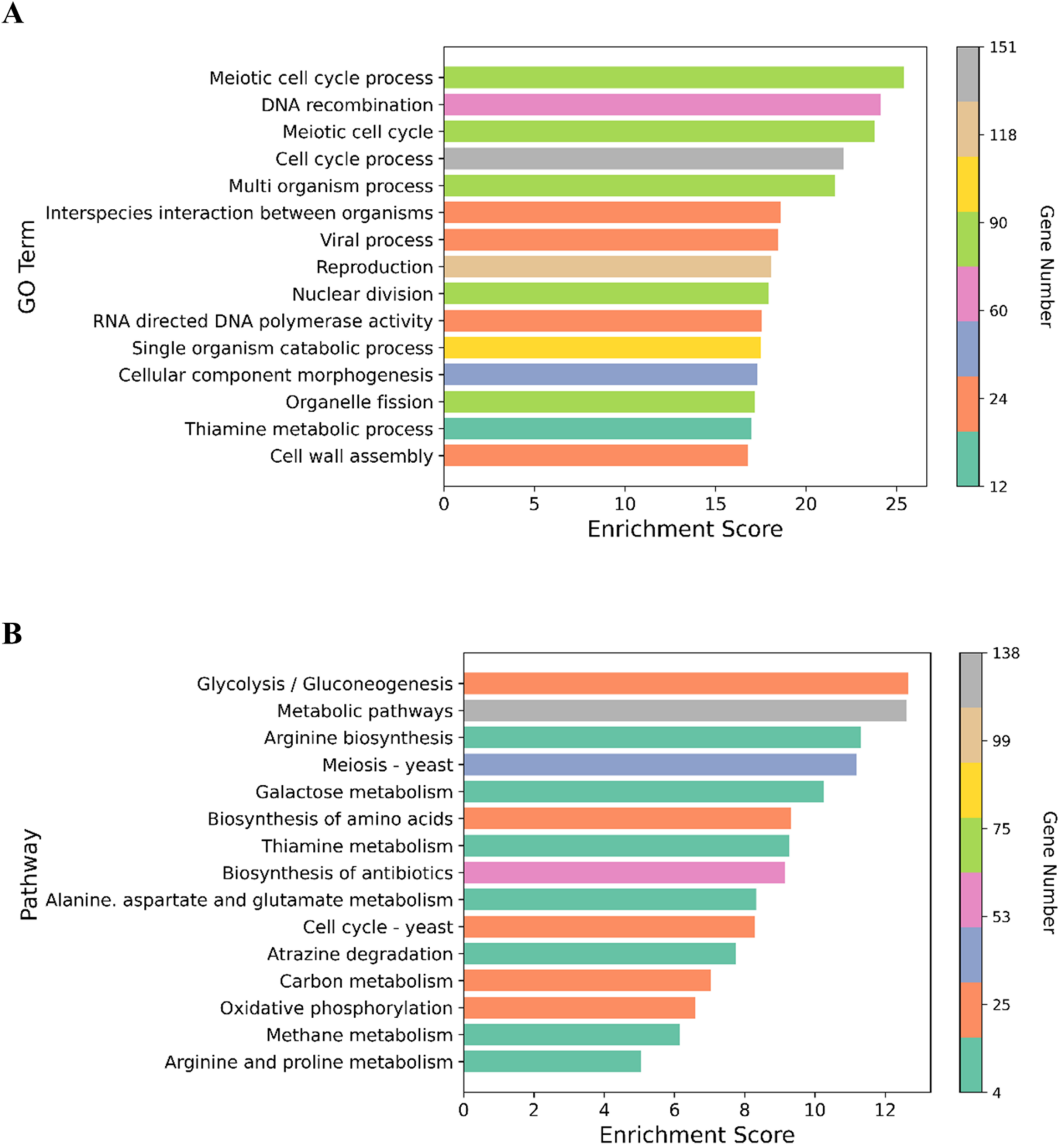
Graphical representation of the enriched GO terms and pathways. (A) The top 15 enriched GO terms. (B) The top 15 enriched pathways. Color bar indicates the number of the genes in the GO terms and pathways. *X*-axis represents enrichment score in the GO terms and pathways.

### qPCR validation of RNA-seq transcriptome analysis

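Transcripts of the drug efflux pump gene PDR5 were higher by 2.01 on the log2 scale in the NP samples than in the controls by qPCR, those of COX4, a subunit of cytochrome c oxidase, by 1.59, of ATP3, a subunit of the ATP synthase, by 1.26, of the superoxide dismutase gene SOD1 by 1.24 and of QCR7, a subunit of complex III, by 1.17. These values were computed from the Ct values in Supplemental Information 8, as the difference of mean delta Ct (gene minus ACT1) between 3 control and 3 NP RNA samples. For PDR5 the delta Ct was 4.39 ± 0.501 cycles (SD, n = 3) in the controls and 2.38 ± 0.442 (SD, n = 3) under NP, and for COX4 it was 4.01 ± 0.170 (SD, n = 3) and 2.42 ± 0.305 (SD, n = 3). In each of the 5 genes every NP sample had a lower delta Ct than every control sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow, so that no gene could reach 0.05). The Ct of ACT1 itself was 21.1 ± 0.631 (SD, n = 3) in the controls and 18.9 ± 0.671 (SD, n = 3) under NP, a difference of 2.21 cycles that moves every change that is not normalized to ACT1. By the methods, cDNA was made from equivalent amounts of RNA, so it stays open whether ACT1 was a stable reference. The 5 normalized changes all use the same ACT1 values and are not independent of each other. Taken from the Ct of each gene without ACT1, the 5 changes on the log2 scale lie between 3.37 and 4.21.

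**Figure D2:**
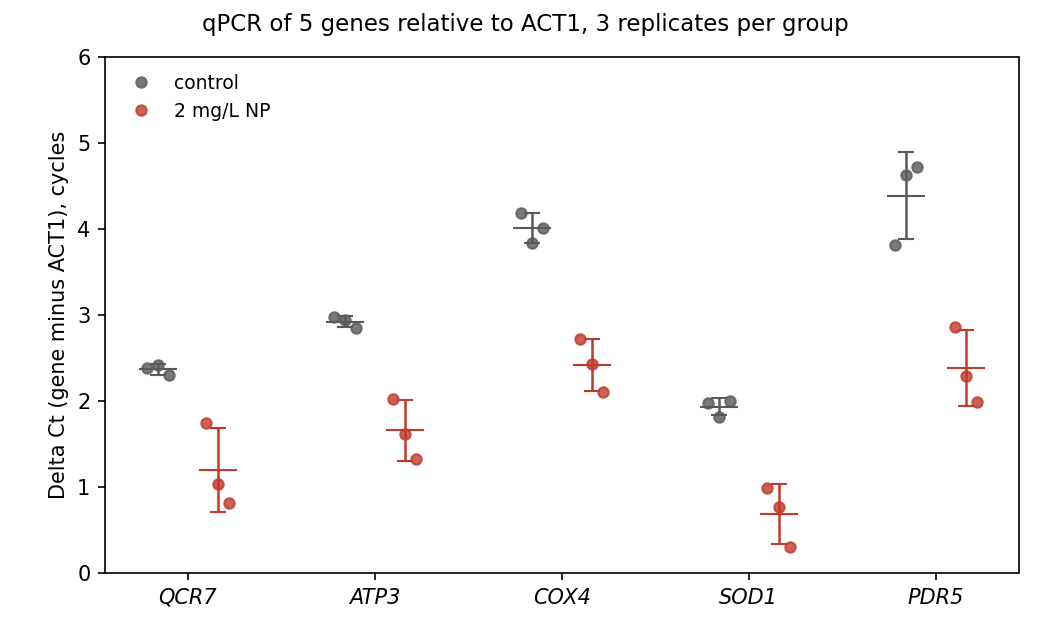
Delta Ct of each gene (y-axis, cycles of the gene minus those of ACT1) in 3 control (gray) and 3 NP (red) samples, with the mean (horizontal line) and the SD (error bar). A lower delta Ct means more transcript, and in each of the 5 genes the NP samples lie below the controls.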

To validate the transcriptomic data, qPCR was perforemd using the same RNA samples used for RNA seq. A total of five genes that were overexpressed upon exposure to 2 mg/L NP were chosen. Of these five genes, *QCR7*, *COX4* and *ATP3* are involved in the OXPHOS system, while *PDR5* (ABC superfamily) and *SOD1* (superoxide dismutase) are stress response genes. The correlation coefficient, *R*^2^ of 0.94 for the analyzed five genes suggests that the RNA seq data is consistent with the qPCR data (Fig. 5).

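The change by qPCR, taken as 2 to the power of the mean difference in delta Ct, was 2.24-fold for QCR7, 2.40-fold for ATP3, 3.01-fold for COX4, 2.37-fold for SOD1 and 4.02-fold for PDR5. For the same genes, the authors' deposited table gives 1.79-fold, 1.74-fold, 1.85-fold, 1.71-fold and 2.17-fold by RNA-seq, so that the qPCR change is 1.26 (QCR7) to 1.85 (PDR5) times the RNA-seq change. Across the 5 genes, which are not independent replicates, Pearson's r was 0.962 (R squared 0.926, exact permutation test over 120 pairings, two-sided, p = 0.0417, adjusted p = 0.0833 over the 8 correlations computed, so that it did not pass the adjustment). These 8 are the same relation with a gene left out or with the change taken in other ways. They are not separate tests, so the adjustment does not decide whether the relation holds. Spearman's rho was 0.7 (exact permutation p = 0.233). Without PDR5, which has the largest change by both methods, r was 0.744 (R squared 0.554, exact permutation p = 0.292), so the linear relation rests on this gene. All 5 genes were chosen among those that were higher under NP, and no lower gene was measured by qPCR.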

**Figure 5:**
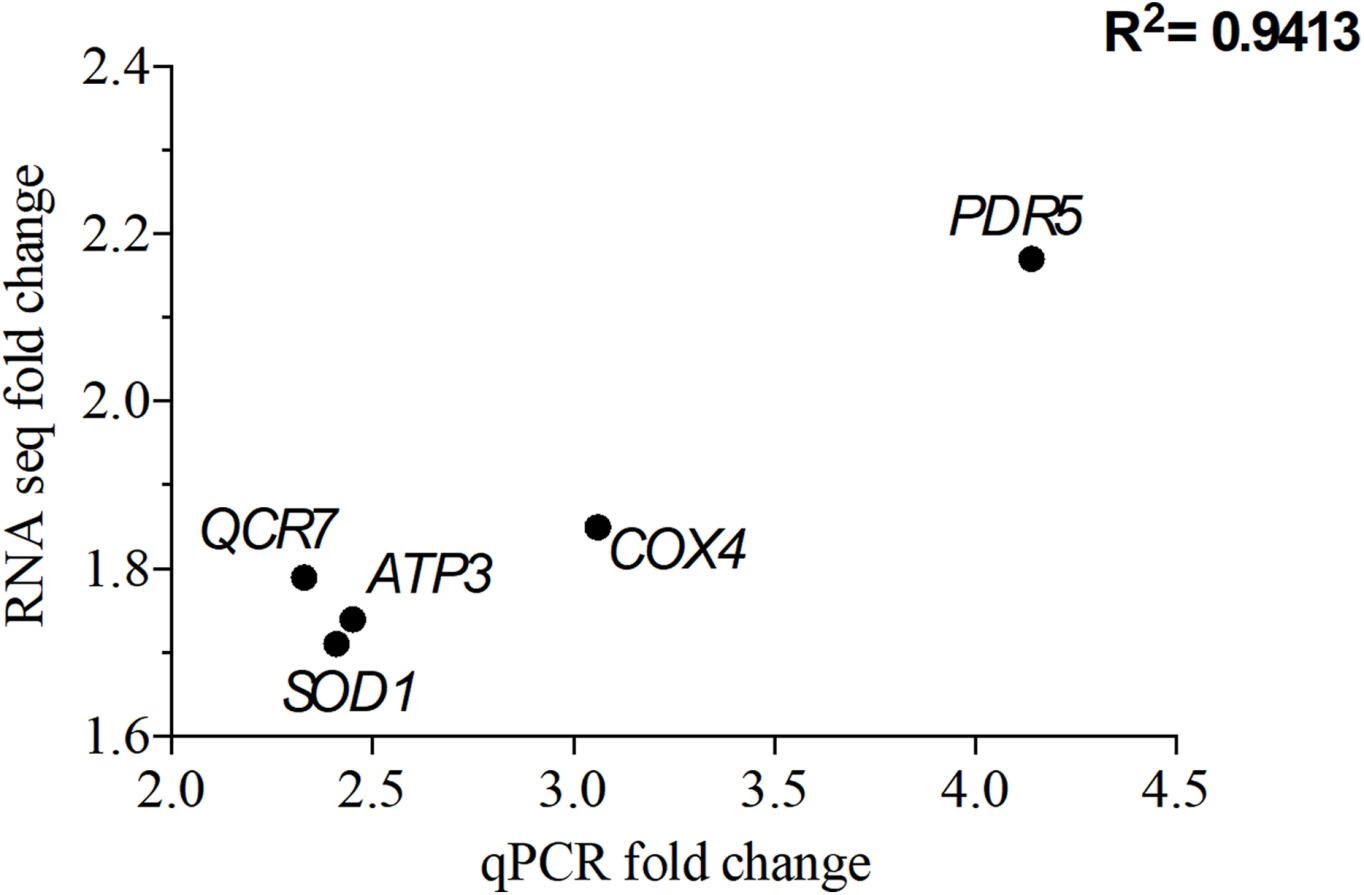
Correlation of gene expression from quantitative real-time RT-PCR and RNA-seq data. The differentially expressed genes (DEGs) were chosen from the significantly enriched Gene Ontology (GO) terms to validate RNA-seq data quantitative using real-time PCR. Y-axis represents RNA-seq fold change of the chosen genes, while *x*-axis represents quantitative real-time RT-PCR fold change.

## Discussion

### Exposure to NP affected growth pattern of yeast cells

Environmental pollutants including NP are continuously released into and accumulate in natural environments. Hence, they have become a potential threat to organisms and ecosystems (Mao et al., 2012). It is of great importance to provide information about their mode of actions to regulate their use in the future. Previously, we showed that the short-term exposure to 1 and 5 mg/L of NP inhibited the growth and resulted in substantial changes in the transcriptional profile of model organism *S. cerevisiae* BY4742 (Bereketoglu et al., 2017b). However, organisms may show distinct acute and chronic exposure profile. Hence, in the present study, we examined the adaptive response of *S. cerevisiae* to NP exposure in. The data showed that 2 mg/L NP resulted in inhibition of yeast growth at the earlier growth cycles, while the cells adapted in the later stages (Fig. 1F). Lower concentrations of NP did not show any inhibition in the growth. However, in our previous study, short-term exposure to even 1 mg/L NP showed a growth inhibition in cells (Bereketoglu et al., 2017b). These differences could be due to the difference in exposure time. In the present study, we started to expose yeast cells to NP at time 0 h whereas in the previous study, treatment was performed at mid-exponential phase. Based on the inhibition rates and growth patterns, 2 mg/L NP was chosen as an appropriate concentration for further analysis.

### RNA-seq analysis showed a substantial change in gene expression, clustering in GO terms and metabolic pathways

Principal component analysis analysis showed that yeast cells treated with NP were distinct from those of the controls (Fig. 2A). We observed a total of 948 DEGs in yeast exposed to NP. Of these, 834 were downregulated and 114 were upregulated (Fig. 2C). The number of DEGs in the present study was significantly higher than that of observed in our previous study (Bereketoglu et al., 2017b). In the previous study, after 120 and 180 min exposure, 1 mg/L NP resulted in 187 (63 downregulated, 124 upregulated) and 103 DEGs (56 downregulated, 47 upregulated), while 5 mg/L NP showed 678 (168 repressed, 510 induced) and 688 DEGs (215 repressed, 473 induced), respectively (Bereketoglu et al., 2017b). This finding indicates that exposure to NP causes severe transcriptomic changes compared to short-term exposure. We further compared the number of common genes between the two studies. We determined 17 and 20 common genes with 1 mg/L and 5 mg/L NP exposures at 120 and 180 min exposure, respectively. Only seven genes were common with two exposure time-points (Fig. S1). Of these, *PDR5* and *GRE2* are involved in stress response, while *RSB1* and *TPO2* are transporter genes. 

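The genes of this overlap differ in direction in the authors' deposited table: PDR5 was 2.17-fold higher, GRE2, which encodes a methylglyoxal reductase, 2.19-fold higher and RSB1, which encodes a sphingoid long-chain base transporter, 2.29-fold higher under NP. The polyamine exporter gene TPO2 was 4.48-fold lower and the ferric reductase gene FRE5 1.85-fold lower in the authors' deposited table. GAC1, which encodes a regulatory subunit of protein phosphatase 1 for glycogen synthase, was 2.45-fold higher in the authors' deposited table. By size of change, PDR5 ranks 49 and GRE2 48 among the 114 higher genes, and TPO2 50 among the 834 lower genes of the authors' deposited table. On R64, PDR5, GRE2, RSB1 and GAC1 all lie on chromosome XV, PDR5 from 619840 to 624375 and GRE2 from 43694 to 44722. FRE5 also lies on this chromosome, within 30 kb of its end. The short-term exposure data of the earlier study were not analysed here.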

Besides, *FRE5* and *GAC1* are involved in iron and glycogen metabolisms, respectively. Several common and distinct biological processes and metabolic pathways were also determined between the present study and previous study (Bereketoglu et al., 2017b). This suggests that yeast cells may respond to short- and adaptive response exposure to NP via common and unique processes/pathways.

### NP treatment resulted in increased expression of genes involved in OXPHOS and encoding mitochondrial ribosomal proteins

Mitochondria are the main energy producers for cell growth, differentiation and development. The majority of the cellular energy in the form of ATP in eukaryotic cells is produced by the key metabolic process called OXPHOS. The OXPHOS system comprises of five enzyme complexes (complex I to complex V) and two electron carriers (quinone-coenzyme Q and cytochrome-C) that helps to generate proton gradient for energy production (Fernández-Vizarra, Tiranti & Zeviani, 2009; Reinecke, Smeitink & Van der Westhuizen, 2009; Sylvester et al., 2004). Besides, mitochondria is also involved in regulating cell survival and death signaling. Several neurological problems, including Parkinson’s disease, Alzheimer’s disease and Huntington’s disease, are associated with mitochondrial functions (Diaz, 2010; Manczak et al., 2004). The OXPHOS system was significantly affected as several genes involved in this system was upregulated in response to 2 mg/L NP. In the present study, one gene (*SDH7*) associated with mitochondrial complex II (i.e., succinate dehydrogenase (SDH)); three genes (*COR1*, *QCR6* and *QCR7*) associated with mitochondrial complex III (i.e., ubiquinol-cytochrome c reductase complex); four genes (*COX1*, *COX4*, *COX5A* and *COX8*) associated with mitochondrial respiratory chain complex IV, called as cytochrome oxidase (COX); and nine genes (*ATP1*, *ATP2*, *ATP3*, *ATP4*, *ATP5*, *ATP7*, *ATP11*, *ATP20* and *OLI1*) associated with complex V, known as F0F1-ATP synthase were overexpressed. Moreover, cytochrome c1 (*CYT1*)—component of the mitochondrial respiratory chain, cytochrome c heme lyase (*CYC3*)—that play a role in attaching heme to apo-cytochrome c in mitochondrial intermembrane space, PETite (*PET9*)—major ADP/ATP carrier of the mitochondrial inner membrane, and NADH dehydrogenase, external (*NDE1*)—mitochondrial external NADH dehydrogenase subunits were also significantly induced in response to NP exposure. These findings are in contrast to our previous observations on the acute toxicity of NP (Bereketoglu et al., 2017b) and bisphenol A (BPA) (Bereketoglu et al., 2017a). Specifically, acute toxicity of NP resulted in reduced expression of many of the above and several other genes involved the OXPHOS system (Bereketoglu et al., 2017b). 

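Every DEG among the 57 genes of complexes II, III and IV and of the ATP synthase was higher under NP, 18 of 18 in the authors' deposited table. Among the 9 ATP synthase genes the mitochondrial gene OLI1 was 7.57-fold higher in the authors' deposited table, and the nuclear genes ranged from ATP1 (1.96-fold higher) to ATP5 (1.52-fold higher). Of complex III, QCR6 was 2.43-fold higher, QCR7 1.79-fold higher, CYT1 1.75-fold higher and COR1 1.74-fold higher in the authors' deposited table. Of complex IV, COX1 was 5.31-fold higher, COX8 2.06-fold higher and COX5A 1.66-fold higher, and of complex II SDH7 1.63-fold higher, in the authors' deposited table. Of 18 further genes of electron transport and mitochondrial carriers, 6 were higher and 1 was lower in the authors' deposited table. The higher ones include HAP4 (2.63-fold higher), the activating subunit of the factor that turns on respiratory genes, NDE1 (2.06-fold higher), PET9 (2.03-fold higher) and CYC3 (1.56-fold higher), and the lower one was AAC3 (2.80-fold lower), the ADP/ATP carrier that yeast uses without oxygen, in the authors' deposited table. The share of higher genes exceeded that among the other DEGs in the lists of complex III (adjusted p = 0.00123), complex IV (adjusted p = 0.00123) and the ATP synthase (adjusted p = 1.46e-07, all by Fisher's exact test). So it did in the list of electron transport and mitochondrial carriers (adjusted p = 2.09e-04, Fisher's exact test). Taken as one group, the complexes held 100% higher genes against 10.3% of the other DEGs in the authors' deposited table, but as the group was formed after its lists were seen to hold no lower gene, a test of it would carry no weight. The other 39 of the 57 genes were not DEGs. Beyond a 2-fold change, 3 of 4 genes (75%) of the list of electron transport and mitochondrial carriers were higher in the authors' deposited table. This share did not pass with the fewer genes (adjusted p = 0.0654, Fisher's exact test). OLI1 and COX1 are encoded by the mitochondrial genome, whose transcripts carry no poly(A) tail in yeast, and 81.1% of COX1 is shared with genes inside its introns.

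**Figure D3:**
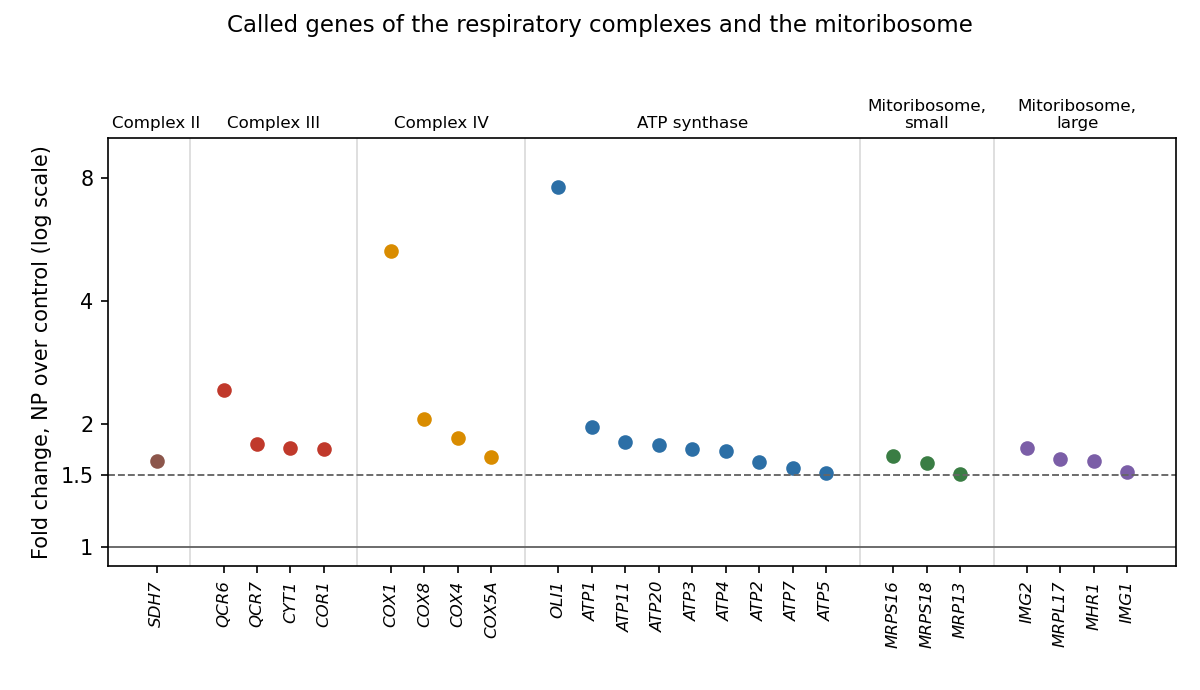
Fold change of NP over control (y-axis, log scale) in the authors' deposited table for the DEGs of the respiratory complexes, the ATP synthase and the mitochondrial ribosome, 1 point per gene. The dashed line is the 1.5-fold filter and the solid line no change. The 18 genes of the complexes lie between 1.52-fold (ATP5) and 7.57-fold (OLI1).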

Besides, several studies have shown that mutations and defects in various subunits of OXPHOS may cause various neuromuscular disorders in humans (Kucharczyk et al., 2009) and OXPHOS genes are upregulated in a certain type of cancers reviewed in Ashton et al. (2018). In another study, it has been revealed that complexes III and IV showed increased mRNA expressions in Alzheimer’s disease patients, suggesting a great demand on energy production. It has further been proposed that an increase in cytochrome oxidase gene expression might be the result of an early mitochondrial alteration related to increased oxidative damage (Manczak et al., 2004). In addition to genes involved in OXPHOS subunits, several genes associated with mitochondrial ribosomal protein of the small (two genes) and large (five genes) subunits were also significantly downregulated. It has also been suggested that mitochondrial ribosomal proteins may have a role in cancer, apoptosis and other metabolic diseases (Han, Chiu & Koc, 2010). Moreover, in a recent study, it has been shown that 4 weeks of NP exposure caused mitochondria dysfunction and resulted in the accumulation of reactive oxygen species (ROS) in mouse oocyte (Xu et al., 2020). 

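In the authors' deposited table, 7 genes of mitochondrial ribosomal proteins are DEGs and all 7 have a positive fold change, that is, a higher level under NP than in the control. For the small subunit these are MRPS16 (1.67-fold higher), MRP13 (1.51-fold higher) and, between them in size, MRPS18 in the authors' deposited table. For the large subunit they are IMG2 (1.74-fold higher), MRPL17 (1.64-fold higher), MHR1 (1.62-fold higher) and IMG1 (1.53-fold higher) in the authors' deposited table. The lists hold 34 genes of the small and 45 of the large subunit, so 72 of the 79 genes were not DEGs. In both lists the share of higher genes, 100%, exceeded that among the other DEGs in the authors' deposited table (adjusted p = 0.00786 for the small and 0.00123 for the large subunit, Fisher's exact test). The large rRNA of the mitochondrial ribosome, 21S_RRNA, was 2.83-fold higher in the authors' deposited table, where it belongs to a list of 21 mitochondrial genome transcripts of which 3 were higher and 0 lower (adjusted p = 0.00786, Fisher's exact test).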

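Genes of the oxidative stress response went both ways under NP: of 30 members of the list, 3 were higher and 3 lower in the authors' deposited table. The glutathione peroxidase gene GPX2 was 2.94-fold higher, GRE2 2.19-fold higher and the cytosolic superoxide dismutase gene SOD1 1.71-fold higher in the authors' deposited table. The glutathione transferase gene GTT3 was 3.60-fold lower and the peroxisomal catalase gene CTA1 2.41-fold lower in the authors' deposited table, and the other lower gene was OYE2, an NADPH oxidoreductase. The share of higher genes was 50% in this list and 11.8% among the other DEGs (Fisher's exact test, two-sided, p = 0.0258, adjusted p = 0.0868), which did not pass the adjustment over 37 lists. Of 25 genes of heat shock proteins, 0 were DEGs in the authors' deposited table. The values are transcript levels, and neither ATP nor reactive oxygen species were analysed here.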

Taken together, we suggest that adaptive exposure to NP may cause cellular and oxidative stress in yeast cells which increase energy (ATP) demand to overcome the stress.

### NP altered the expression of genes associated with iron and copper acquisition

Iron (Fe) and copper (Cu) are essential cofactors involved in several biochemical reactions, including electron transfer during respiration and protection against oxidative stress (Marvin, Williams & Cashmore, 2003). In the present study, several genes associated with Fe and Cu acquisition were significantly affected upon exposure to NP (Supplemental Materials 2 and 3). Specifically, Fe homeostasis genes *FRE4*, *FRE5* and *FRE8* were downregulated, while *FET3*, *FTR1*, *FTH1* involved in Fe transport across the plasma membrane and into vacuolar; *FIT2*, *FIT3* involved in the retention of siderophore-iron in the cell wall; *SIT1* involved in siderophore iron transport; and *ENB1*, a ferric enterobactin transporting gene, were significantly upregulated in response to NP. It has been previously shown that acute exposure to lower concentrations of NP in medaka fish result in alteration of genes involved in Fe metabolism (Won, Woo & Yum, 2014). 

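The siderophore transporter gene SIT1 was 8.47-fold higher, the multicopper ferroxidase gene FET3 5.09-fold higher and the iron permease gene FTR1 2.66-fold higher under NP in the authors' deposited table. The cell wall mannoprotein genes FIT3 and FIT2 were 3.05-fold higher and 2.12-fold higher, ENB1 2.87-fold higher and the vacuolar permease gene FTH1 1.66-fold higher in the authors' deposited table. TIS11, whose product degrades mRNAs of iron-dependent pathways when iron is scarce, was 6.20-fold higher in the authors' deposited table. The ferric reductase genes FRE4 (2.53-fold lower), FRE5 (1.85-fold lower) and FRE8 (1.51-fold lower) went the other way in the authors' deposited table, as did the mitochondrial iron transporter gene MMT1. In all, 8 of the 38 members of the list were higher and 4 lower in the authors' deposited table, a share of 66.7% higher against 11.3% of the other DEGs (Fisher's exact test, two-sided, adjusted p = 2.09e-04). The direction of this list also passed the test at an FDR under 0.01, with 3 higher and 0 lower genes in the authors' deposited table (adjusted p = 0.0195 over the 5 lists tested there, Fisher's exact test). These 3 genes are among the 8 higher ones, so this is no separate support. The list was written after Supplemental Information 2 had been read and holds the iron genes that the paper names, so its test was not blind to these values. SIT1 lies on chromosome V from 27657 to 29543 and FET3 on chromosome XIII from 388822 to 390732 of R64.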

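The copper genes were divided: CTR1, which encodes the high-affinity copper transporter of the plasma membrane, was 2.64-fold higher and REE1 2.44-fold higher under NP in the authors' deposited table, whereas ICS3 was 2.10-fold lower, CTR86 2.00-fold lower and the copper transporter gene CTR3 1.98-fold lower. Of the 18 genes of a copper transport and homeostasis list, 4 were higher and 3 lower in the authors' deposited table, and the remaining higher genes were SOD1, whose product binds copper, and ICS2. The share of higher genes was 57.1% in the list and 11.7% among the other DEGs (Fisher's exact test, two-sided, adjusted p = 0.0214). The list was written after Supplemental Information 2 had been read and holds the copper genes that the paper names, so its test carries little weight. Beyond a 2-fold change 2 of 4 genes (50%) were higher in the authors' deposited table, which did not pass with the fewer genes (adjusted p = 0.323, Fisher's exact test).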

Three genes associated with Cu transport, *CTR1* (upregulated), *CTR3* (downregulated) and *CTR86* (downregulated), and two genes involved in CU homeostasis, *REE1* (upregulated) and *ICS3* (downregulated), were also significantly altered after NP exposure. These data suggest that NP can disturb the metal homeostasis in *S. cerevisiae*.

Fe and Cu are key metals in mitochondrial metabolism, where they play essential roles in the production of ATP (Xu, Barrientos & Andrews, 2013). Fe-S cluster is an essential components of the mitochondrial inner membrane complexes (Complex I, II and III) (Winge, 2012), while Cu is involved in Complex IV (Yoshikawa, Muramoto & Shinzawa-Itoh, 2011) to constitute the electron transport chain. We further prepared a signaling pathway for the above mentioned genes by modifying iron and copper metabolism pathway (De Freitas et al., 2003) and KEGG OXPHOS pathway (Kanehisa & Goto, 2000). 

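All 18 DEGs of complexes II to IV and the ATP synthase were higher under NP in the authors' deposited table, while the metal genes went both ways, with 8 of 12 DEGs of the iron list and 4 of 7 of the copper list higher. The lower metal genes in the authors' deposited table include the copper genes CTR3 and CTR86 and the ferric reductase genes FRE4, FRE5 and FRE8. FET3 encodes an oxidase that needs copper to take up iron and CTR1 imports that copper, and their increases in the authors' deposited table were 5.09-fold and 2.64-fold. HAP4 ranks 33 and CTR1 32 by size among the 114 higher genes of the authors' deposited table. The comparison holds 1 time point and no mutant of a metal gene, so the order of these changes and the effect of one group on the other were not measured.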

The results showed that overexpression of OXPHOS system is mediated by upregulation of iron and copper related genes (Fig. 6).

**Figure 6:**
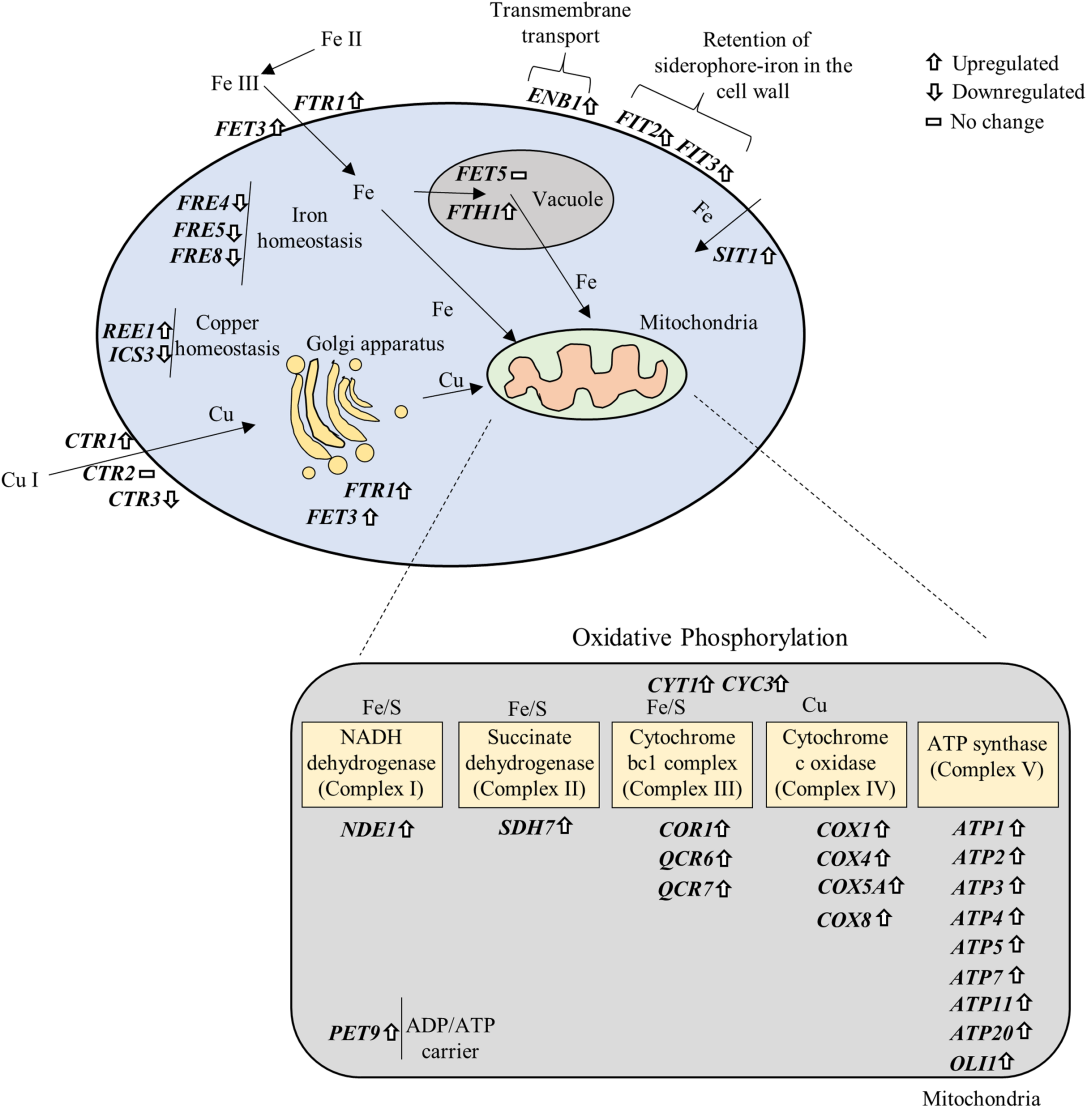
Gene–gene and gene–pathway interactions. The differentially expressed genes were plotted in the iron and copper metabolism and OXPHOS system based on their roles in the pathways.

### NP repressed autophagy-related and pleiotropic drug resistance genes

Autophagy is a highly conserved pathway in eukaryotes in which cytoplasmic contents are transported to lysosomes for degradation and then utilized for protein synthesis or oxidized by mitochondria to produce energy for cell survival during starvation (Chen & Klionsky, 2011). In *S. cerevisiae*, around 30 autophagy-related (Atg) genes are reported and null mutations in these genes can affect autophagy process and this in turn, leads to increased cell death under nutrient starvation conditions (Suzuki & Ohsumi, 2007). In the present study, four Atg genes were significantly downregulated (Supplemental Material 2). 

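The DEGs among 37 autophagy genes were ATG15, which encodes a vacuolar lipase (2.18-fold lower under NP), ATG22, a vacuolar amino acid exporter gene (2.11-fold lower), ATG41 (1.92-fold lower) and the sterol glucosyltransferase gene ATG26 (1.51-fold lower) in the authors' deposited table. The other 33 genes of the list were not DEGs, and 0 were higher in the authors' deposited table. With 4 DEGs, all lower, the direction of the list cannot be told from that of the other DEGs, 12.1% of which were higher (Fisher's exact test, two-sided, p = 1).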

Interestingly, this finding contrasts with that of the previous study, which the expression of Atg genes yeast were significantly induced in response to short-term exposure of NP (Bereketoglu et al., 2017b).

Several genes associated with the pleiotropic drug resistance (PDR) network were also altered (Supplemental Material 2). Of these genes, *PDR5* was the only upregulated gene, while the other three genes (*PDR12*, *PDR17* and *PDR18*) were significantly repressed. 

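PDR12, the gene of an efflux pump for weak organic acids, was 4.40-fold lower under NP, PDR17, a phosphatidylinositol transfer protein gene, 2.15-fold lower and PDR18, an ABC transporter gene, 1.59-fold lower in the authors' deposited table. Over a wider list of 28 pleiotropic drug resistance genes, 3 were higher and 10 lower in the authors' deposited table. The higher ones were the polyamine exporter gene TPO1 (2.62-fold higher), RSB1 and PDR5 in the authors' deposited table, and the lower ones include TPO2 and TPO3 (2.90-fold lower). The share of higher genes was 23.1% in this list and 11.9% among the other DEGs (Fisher's exact test, two-sided, adjusted p = 0.386), so no difference in direction was found for the list as a whole. The genes of the regulators PDR1 and PDR3 are not among the DEGs of the authors' deposited table. PDR12 lies on chromosome XVI from 445842 to 450377 of R64 and had the smallest p-value of these genes, 6.81e-07, which ranks 4 among the 948 DEGs of the authors' deposited table.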

PDR network is constitutively regulated by the transcription factors Pdr1p and Pdr3p in *S. cerevisiae* (Bauer, Wolfger & Kuchler, 1999). This network is involved in multidrug resistance (MDR) (Bauer, Wolfger & Kuchler, 1999). *PDR5* encodes the multidrug efflux transporter (ATP-binding cassette (ABC) transporter) Pdr5p. Pdr5p is positively regulated by Pdr1p and Pdr3p. It provides resistance to various xenobiotic compounds, including mutagens, fungicides, steroids, and anticancer drugs (Bauer, Wolfger & Kuchler, 1999). The ABC superfamily of proteins is highly conserved from prokaryotes to higher eukaryotes. Moreover, the increased expression of human ABC transporter ABCB1/MDR1 has been observed in tumours that provides resistance to drug therapy and loss of function of this transporter is linked with several human diseases (Bauer, Wolfger & Kuchler, 1999; Decottignies & Goffeau, 1997). Altogether, the present result is consistent based on *PDR5* expression while PDR gene expression was not consistent with our previous studies on NP (Bereketoglu et al., 2017b), BPA (Bereketoglu et al., 2017a) and other toxicity studies on (Nishida et al., 2014), alachlor (Gil et al., 2011) and p-anisaldehyde (Yu et al., 2010).

### NP affected cell cycle progression and related processes/pathways

The eukaryotic cell cycle ensures the maintenance of cell size and the level of ploidy. To enable and control the progression through the cell cycle and nuclear division, a subset of genes is required for regulation of cell cycle progression, maintenance of genome integrity by detecting DNA damage, encoding proteins necessary for DNA repair, arresting cells for mismatch repair, and spindle checkpoint (Azzopardi, Farrugia & Balzan, 2017; Teufel et al., 2019). Several cell cycle progression genes were significantly downregulated in response to NP (Figs. 3 and 4). Of these, *CLN2* encodes a G1 cyclin involved in cell cycle regulation and activates the Cdc28p kinase to promote G1/S phase transition. *CLB2* encode B-type cyclins involved in cell cycle progression that also activates Cdc28p, but promote the G2/M transition (Fitch et al., 1992). In addition, *CLB6* is another B-type cyclin encoding gene that is associated with DNA replication during S phase and promotes initiation of DNA synthesis by activating Cdc28p (Lew, 1997). 

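CLB6 was 3.00-fold lower under NP, CLB2 2.09-fold lower and CLN2 1.78-fold lower in the authors' deposited table. Of 39 genes of cyclins and cell cycle regulators, 18 were lower and 0 higher in the authors' deposited table. The largest decreases after CLB6 were those of DBF2 (2.68-fold lower), a kinase gene of mitotic exit, YHP1 (2.54-fold lower), a repressor gene of early cell cycle transcription, and FKH2 (2.46-fold lower), a transcription factor gene of the G2/M cluster, in the authors' deposited table. The median decrease over the 18 genes was 2.05-fold in the authors' deposited table. As 12.3% of the other DEGs were higher, 18 lower genes of 18 do not set this list apart in direction (Fisher's exact test, two-sided, p = 0.152, adjusted p = 0.321). The other 21 members of the list were not DEGs.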

Our findings contrast with other previous NP exposure studies performed on Atlantic salmon smolts, juvenile rainbow trout and prostate epithelial cells which showed induced expression of cell cycle and differentiation genes (Forte et al., 2016; Robertson & McCormick, 2012; Shelley et al., 2012). 

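Among 54 genes of DNA replication, 8 were lower under NP and 0 higher in the authors' deposited table. RNR3, an inducible subunit gene of ribonucleotide reductase, was 3.67-fold lower, POL12, of the polymerase alpha-primase complex, 2.41-fold lower, POL30, which encodes the sliding clamp PCNA, 2.06-fold lower and CTF18, of the alternative clamp loader, 2.02-fold lower in the authors' deposited table. The remaining 46 genes of the list were not DEGs. No difference in direction from the other DEGs was found (adjusted p = 0.694, Fisher's exact test). Transcript levels of a mixed culture do not give the share of cells in each phase of the cycle.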

Taken together, our findings suggest that NP may inhibit the cell cycle progression in yeast cells.

DNA damage under environmental stresses or cellular processes may cause genomic instability, mutagenesis or even cell death (Fu, Pastushok & Xiao, 2008; Gasch et al., 2001). Therefore, cells have orchestrated complex surveillance pathways to ensure faithful cell division, monitor genomic integrity during normal cell cycle progression and in response to DNA damage agents (Chabes et al., 2003; Gasch et al., 2001; Lao et al., 2018). 

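HUG1, a small inhibitor gene of ribonucleotide reductase that is induced by DNA damage, was 6.00-fold lower under NP, RAD55, a recombination gene, 2.32-fold lower, DIN7, a nuclease gene, 2.11-fold lower and the checkpoint kinase gene DUN1 2.05-fold lower in the authors' deposited table. MEC1, which encodes the kinase at the head of the checkpoint, was 1.54-fold lower in the authors' deposited table, near the 1.5-fold filter. Of 65 genes of the DNA damage checkpoint and DNA repair, 23 were lower and 0 higher in the authors' deposited table, with a median decrease of 1.82-fold. The other 42 genes were not DEGs. Against the other DEGs, of which 12.3% were higher, the direction of the list was not set apart (Fisher's exact test, two-sided, p = 0.0985, adjusted p = 0.280).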

In the present study, NP repressed the expression of several DNA damage response genes including *RAD* genes, *MEC1* and *DUN1* genes which encode checkpoint proteins that promote cell cycle arrest in response to DNA damage and are required for the repair of double-strand breaks (Gasch et al., 2001; Lao et al., 2018; Schaus, Cavalieri & Myers, 2001). It has been shown that mutations in the above mentioned genes in yeast cells have defects in cell cycle arrest and gene expression responses, and these cells show higher sensitivity to DNA damaging agents (Bashkirov et al., 2000; Desany et al., 1998). In contrast to the present finding, it has been previously demonstrated that acute NP exposure upregulated genes related to DNA damage and apoptosis in juvenile rainbow trout (Shelley et al., 2012). We suggest that this might be due to species differences as well as the exposure period. In addition, we observed decreased expression of genes associated with mismatch repair (MMR) such as *MSH* and *MLH* genes. 

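Of 12 mismatch repair genes, 10 were lower under NP and 0 higher in the authors' deposited table. They comprise POL30, MSH4 (2.01-fold lower), which acts in meiotic crossing over, the exonuclease gene EXO1 (1.98-fold lower), PMS1 (1.92-fold lower) and 6 further MSH and MLH genes in the authors' deposited table. The median decrease of the 10 genes was 1.76-fold in the authors' deposited table. The 10 lower genes cannot be told apart in direction from the other DEGs (Fisher's exact test, two-sided, p = 0.619, adjusted p = 0.694). The list was written after these genes had been seen in Supplemental Information 2.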

MMR is a highly conserved mechanism that plays a critical role in faithful replication of genetic material by excising DNA mismatches introduced by DNA polymerase (Chakraborty, Dinh & Alani, 2018). In *S. cerevisiae*, multiple MutS MSH and MLH have evolved to function as heterodimers with specialized functions in DNA repair and recombination (Demogines et al., 2008). Taken together, the present findings suggest that the *S. cerevisiae* show adaptive response towards NP exposure by inhibiting the expression of genes related to DNA and mismatch repair, cellular responses to DNA damage, and cell cycle progression.

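The lists of cell cycle regulators, of DNA damage and repair and of mismatch repair hold 115 different genes, of which 50 were lower under NP and 0 higher in the authors' deposited table. Among the other DEGs 12.7% were higher in the authors' deposited table. None of the 3 lists passed the test by itself, and they were joined after each was seen to hold no higher gene, so a test of the joined group would carry no weight. From the lower expression of cyclin, checkpoint and repair genes, the paper proposes that the cells adapted to NP by holding down the genes of DNA repair, of the answer to DNA damage and of progression through the cell cycle. From the higher expression of respiratory genes, the changes of mitoribosomal genes and earlier work in patients and in mouse oocytes, it proposes that adaptive exposure to NP may bring cellular and oxidative stress, which raises the demand for ATP.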

Molecular and biochemical analyses have shown that various proteins are required for proper spindle function in cells including microtubules, kinetochores, spindle poles, microtubule based motor proteins and multiple regulatory enzymes (Geiser et al., 1997). We have observed decreased expression of several genes involved in chromosome segregation, spindle checkpoint activity, and kinetochore clustering in response to NP exposure. Particularly, the affected genes encode proteins required for spindle pole body (SPB) insertion and duplication, mitotic nuclear migration, mitotic spindle positioning, kinetochore assembly, clustering and function, and kinetochore-microtubule attachment. 

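Kinetochore genes among the DEGs were lower under NP, 12 of the 46 members of the list, with 0 higher, in the authors' deposited table. The largest decreases in the authors' deposited table were those of SPC24 (3.32-fold lower) and SPC25 (2.37-fold lower), of the Ndc80 complex that binds microtubules, and of CBF2 (3.25-fold lower) and CTF13 (2.45-fold lower), of the complex that binds centromeric DNA. Of 49 genes of the spindle pole body and of microtubule motors, 15 were lower and 0 higher in the authors' deposited table, among them SPC98 (2.81-fold lower) of the gamma-tubulin complex, PAC11 (2.60-fold lower) of the dynein pathway of nuclear migration, MPS3 (2.31-fold lower) of spindle pole body duplication and CIK1 (2.25-fold lower), a partner of a kinesin. Of 30 genes of the spindle checkpoint, cohesin and separase, 13 were lower and 0 higher in the authors' deposited table, among them DOC1 (2.92-fold lower) of the anaphase-promoting complex, SLI15 (2.64-fold lower) of the Aurora kinase complex, BFA1 (2.61-fold lower) and the checkpoint kinase gene BUB1 (2.25-fold lower). None of the 3 lists by itself could be told apart from the other DEGs in direction (adjusted p = 0.548, 0.418 and 0.548, Fisher's exact test).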

In a previous study, it has been indicated that NP exposure disrupted meiotic spindle organization and caused chromosome misalignment in mice (Xu et al., 2020). 

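Of 31 telomere genes, 9 were lower under NP and 0 higher in the authors' deposited table. MPS3, which also tethers telomeres to the nuclear envelope, was 2.31-fold lower, TTI1 2.17-fold lower, TEL2 1.87-fold lower and TEN1, of the complex that caps telomeres, 1.86-fold lower in the authors' deposited table. The lower genes also include EST1 and EST2, which encode the regulatory and the catalytic subunit of telomerase. Its direction could not be told from that of the other DEGs (adjusted p = 0.694, Fisher's exact test), and 22 members were not DEGs.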

Besides, several genes associated with telomerase activities such as telomere length regulation, telomere clustering, and capping were significantly downregulated. Telomeres are nucleoprotein structures located at the ends of chromosomes that protect chromosome ends from degradation and deleterious chromosomal rearrangements (Chan & Blackburn, 2002; Collins & Mitchell, 2002; Romano et al., 2013). It has been suggested that environmental stress may affect the regulation and the activity of the genes involved in telomerase activity and consequently perturb telomere length homeostasis (Romano et al., 2013). 

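With each gene counted once, the kinetochore list and both spindle lists hold 125 genes, of which 40 were lower under NP and 0 higher in the authors' deposited table. Of the other DEGs 12.6% were higher in the authors' deposited table. The 3 lists were joined after each was seen to hold no higher gene, so a test of the joined group would carry no weight. The data are transcript levels, and the number of nuclei per cell was not part of them.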

Taken together, our observations suggest that NP exposure may cause spindle mis-orientation, disrupt kinetochore functions, and impair kinetochore-microtuble attachment, leading to the generation of bi- and multi-nucleated cells.

## Conclusion

In summary, genome-wide transcriptional profiles of *S. cerevisiae* were analyzed to provide useful information for understanding the mode of actions of NP exposure in yeast cells. The present results show that NP affected genes involved in OXPHOS, iron and copper metabolism, autophagy, pleiotropic drug resistance, spindle and kinetochore functions, DNA repair mechanisms, nuclear division, chromosomal segregation, telomerase activity and cytokinesis, indicating that NP exposure triggers mechanisms associated with stress, energy metabolism, cell cycle progression and DNA repair in yeast. In conclusion, the results presented here provide critical insights into the adaptive response of *S. cerevisiae* to NP exposure and the data could be helpful in understanding its molecular mechanisms of action.

## Supplemental Information

10.7717/peerj.10794/supp-1 Supplemental Information 1 Number of dead cells upon exposure to various NP concentrations.

10.7717/peerj.10794/supp-2 Supplemental Information 2 The complete list of differentially expressed genes in *Saccharomyces cerevisiae* exposed to 2 mg/L NP.

10.7717/peerj.10794/supp-3 Supplemental Information 3 Significantly affected GO terms in *Saccharomyces cerevisiae* exposed to 2 mg/L NP.

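The GO table lists for each term the number of DEGs it holds, a P-value and an enrichment score. The score carries the same information as the P-value, since in all 369 rows of the authors' deposited table it equals the negative natural logarithm of P to within 4.89e-05. The largest P listed is 0.0490 in the authors' deposited table, and the median term holds 19 DEGs. Related terms of different width stand in separate rows, so the number of rows is larger than the number of independent processes.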

10.7717/peerj.10794/supp-4 Supplemental Information 4 Significantly affected pathways in *Saccharomyces cerevisiae* exposed to 2 mg/L NP.

10.7717/peerj.10794/supp-5 Supplemental Information 5 Sequences of the primers used for qPCR-based validation of RNASeq data.

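Each of the 6 primer pairs was matched to the R64 genome, where every primer had 1 match and every pair gave 1 product, inside an exon of its gene. The products lie for QCR7 on chromosome IV from 1496305 to 1496491 (187 bp), ATP3 on chromosome II from 316174 to 316358 (185 bp), COX4 on chromosome VII from 149813 to 149921 (109 bp), SOD1 on chromosome X from 622739 to 622835 (97 bp), PDR5 on chromosome XV from 621633 to 621782 (150 bp) and ACT1 on chromosome VI from 53433 to 53576 (144 bp). ACT1 is the gene of this set with an intron, and its product does not span it, so that qPCR with these primers cannot tell cDNA from genomic DNA by product length. The GC content of the products runs from 32.7% (PDR5) to 48.5% (SOD1).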

10.7717/peerj.10794/supp-6 Supplemental Information 6 Comparison the DEGs of the present study with our previous study (Bereketoglu et al., 2017b). (A) Comparison of 2 mg/L NP adaptive response exposure with 1 and 5 mg/L NP short-term exposure (120 min). (B) Comparison of 2 mg/L NP adaptive response treatment with1 and 5 mg/L mg/L NP short-term (180 min).

10.7717/peerj.10794/supp-7 Supplemental Information 7 Supplemental data for Figure 1.

10.7717/peerj.10794/supp-8 Supplemental Information 8 Supplemental data for Figure 5.

## Additional Information and Declarations

### Data Availability

The following information was supplied regarding data availability: The RNA-Seq data is at NCBI GEO: GSE158124.

# Supplementary material for: Transcriptomic analysis of nonylphenol effect on Saccharomyces cerevisiae
**Source:** PeerJ. 2021 Feb 11;9:e10794. doi: 10.7717/peerj.10794
**Supplement:** Supplemental Information 5

| **Gene symbol** | **Gene name** | **Forward primer (5´–3´)** | **Reverse primer (5´–3´)** |
| --- | --- | --- | --- |
| *QCR7* | *ubiQuinol-cytochrome C oxidoReductase* | GTCCTCTCCAAGTTATGTGTTCCA | CGGTTTGATGAGCCCTGATTATTC |
| *ATP3* | *ATP synthase* | TGACCCAGTGTCTTCCCTATCTTT | CAGCAGCATAACCTTGAGCCATT |
| *COX4* | *Cytochrome c OXidase* | AACCATTAGATTCGTCCAGGAAGG | GTATGTGAACCAGCGGGAGAAC |
| *SOD1* | *SuperOxide Dismutase* | TGCTGGTCCTCACTTCAATC | TTCGTCCGTCTTTACGTTACC |
| *PDR5* | *Pleiotropic Drug Resistance* | TGACGCTTTTGCATCAGTTC | GAGAAAACCGCGACAATGTT |
| *ACT1* | *ACTin* | CTGCCGGTATTGACCAAACT | CGGTGATTTCCTTTTGCATT |

How the deposited data were processed for this re-analysis (not part of the article)

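RNA was measured in 6 libraries of BY4742, 3 of control cultures and 3 of cultures grown with 2 mg/L NP for 40 rounds of 22 h. According to the submitters' processing notes, the authors aligned the reads with STAR 2.5.3a to the R64 genome and used Partek. The authors made the deposited p-value of each gene with GSA in Partek from counts scaled to CPM, comparing the NP with the control libraries, and the deposited FDR is a step-up FDR over the genes they tested. The deposited fold change of the authors is a signed linear value of NP over control, which is negative for a lower level under NP, and the table holds genes with an FDR under 0.05 and a change beyond 1.5-fold. For GO terms and KEGG pathways, the authors' deposited tables give a p-value, the number of genes and an enrichment score, which was tested on the values and is the negative natural logarithm of the p-value.

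Only the comparisons were used here, and values per library were not analysed. Because of this, no count model was fitted, the depth of the libraries and the precision it gives are unknown, and libraries could be neither left out nor blocked, so the plan written for files with comparisons alone was followed. The number of tested genes was read from the p-value, the step-up FDR and their ranks, a method that was tested on simulated data, where it gave a number for 15 of 20 simulated tables and the exact number in all 15.

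Genes were placed on the R64 annotation, in which 914 of the 948 DEGs had a match, and distances under 30 kb from a chromosome end were counted as near that end. For the direction of a gene list, Fisher's exact test (two-sided) compared higher and lower DEGs inside and outside the list, in lists with at least 3 DEGs, and the Benjamini-Hochberg method adjusted the p-values over the 37 lists tested of 42. On simulated lists in which 80% of the DEGs were higher, this test found 482 of 500 (96.4%), and it found 1 of 3100 lists without a difference. All simulated lists had the same number of DEGs, more than the shortest lists tested here, and their DEGs were drawn independently. Lists shifted toward lower genes were not simulated. These rates therefore do not carry over to the shortest lists, to genes regulated together or to lists of lower genes. The lists were fixed before the deposited values were examined but after Supplemental Information 2, which holds the same fold changes, had been read, a list of glucose-repressed genes was added afterwards, and the 4 groups that join several lists were formed after the values of the lists were seen, so that their tests carry no weight. Genes named in the text are those the paper names, the 10 largest changes in each direction and up to 4 DEGs per list with the largest changes, and this rule was also written after Supplemental Information 2 had been read. Other genes named, such as the ribosomal RNA genes, SRG1, GCV1, MMT1, OYE2 and SPS100, were chosen after their values were seen.

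From the Ct values of Supplemental Information 8, delta Ct was taken against ACT1, and the 3 control and 3 NP samples were compared with a two-sided exact permutation test, whose smallest p is 0.1. The correlation of the qPCR and RNA-seq changes over 5 genes was tested by permuting all pairings. Primers were matched on both strands of the R64 genome sequence. The optical densities of Supplemental Information 7 were compared in the same way, with doubling times from 4 to 8 h.

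The alternatives tried were FDR thresholds of 0.01 and 0.02, changes beyond 2-fold and 3-fold, genes with a standard symbol alone, leaving out each replicate or gene of the qPCR, other time points and other ways of taking the qPCR change. After the data were seen, the arithmetic mean of the folds for the correlation and an exact sign-flip test paired by replicate number for the qPCR and the growth were added. The computation used Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9.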

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

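The tests of ribosomal RNA carry-over and of growth stage in this part were chosen after the results were seen, as were the bounds of the common shift, while the other tests of length, GC content, a common shift and overlapping genes were written before their values were computed.

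All 5 increases beyond 10-fold lie in genes that the text of the paper does not discuss, although Supplemental Information 2 lists them, and each is above its level in the control cultures. These are TAR1 (379-fold higher), the serine deaminase gene CHA1 (46.2-fold higher), YGR115C (13.3-fold higher), the acetaldehyde dehydrogenase gene ALD6 (13.0-fold higher) and the glucose transporter gene HXT2 (12.4-fold higher) in the authors' deposited table.

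Far more genes were lower than higher under NP, 834 against 114 in the authors' deposited table. If the libraries differed by gene length or by GC content, the share of lower genes should fall under 70% in some part of the DEGs, but in 3 equal parts it was 82% (95% confidence interval 77.2 to 86.2%), 92% and 94.3% from short to long genes and 94.3%, 89% and 85% (80.4 to 88.8%) from low to high GC content, which argues against either as the whole cause, while these trends leave open that they play a part. A single factor common to all genes, from scaling to CPM, would be 1.47 if 114 genes on each side beyond 2.21-fold are to be left, but at the 1.5-fold filter it cannot be computed, because genes under the filter are not listed, and lies between 1 and 2.17, so the limits of 1.2 and 1.5 set for it cannot be applied and a common shift stays open. A biological cause in the long exposure to NP also stays open.

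TAR1 and both ETS1 spacer transcripts of the ribosomal DNA, ETS1-1 for example 4.89-fold higher, were higher, while those of the 18S, 25S and 37S RNA, listed 6 times in the authors' deposited table, were lower. More mature ribosomal RNA carried over into the NP libraries would raise the 18S RNA, which overlaps neither TAR1 nor the spacers, and it was 7.29-fold lower (FDR 0.0339 in the authors' deposited table), which argues against it, while the 37S RNA, which contains the others, and the 25S RNA, which overlaps TAR1, add no separate evidence. TAR1 lies with 100% of its length inside another annotated gene, and the preparation is not stated to keep strand, so reads from either strand of the locus cannot be told apart and the size of the TAR1 change stays open. No biological explanation was tested for this locus.

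NP cultures harvested at an earlier growth stage than the controls, with more glucose left, might show lower glucose-repressed genes and also lower respiratory genes. Of the 11 DEGs among 36 glucose-repressed genes, 18.2% were higher in the authors' deposited table, which is under the limit of 20% set for this explanation, but this share was not set apart from that of all other DEGs (Fisher's exact test, two-sided, p = 0.631), so the explanation stays open for them. In the lists of complex III, complex IV and the ATP synthase, whose genes glucose also represses, 100% of the DEGs were higher in the authors' deposited table (adjusted p at most 0.00123, Fisher's exact test). An earlier stage would lower these genes, which is the opposite of what was seen. But their rise was itself part of the pattern to be explained, so the comparison restates it and is no separate test. In round 40 the optical density of NP cultures was 40.8% of the control at 8 h but 101% at 16 h, 99.9% at 20 h and 99.8% at 22 h, so the delay in density at 8 h was not seen from 16 h on, but as neither the hour of the RNA harvest nor glucose is given, this does not decide for the glucose-repressed genes. The NP cultures of this round had also started at a higher density, 122% of the control at 0 h, and stood at 47.7% at 4 h.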

How the results depend on the processing

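The correlation with arithmetic means of the qPCR folds and the analysis with a replicate block were chosen after seeing the data, and the other alternatives were set before. Fewer genes pass stricter thresholds by construction: the authors' deposited table holds 64 lower and 13 higher genes at an FDR under 0.01, 291 and 37 at an FDR under 0.02, 408 and 59 beyond 2-fold and 132 and 22 beyond 3-fold, and the share of lower genes stays between 83.1 and 88.7%. Of the 9 gene lists whose direction differed, 1 passed at an FDR under 0.01 and 1 under 0.02, both times the iron list, and 2 beyond 2-fold, while 8, 7 and 5 of the 9 had fewer than 3 DEGs left and were not tested. Higher genes made up 75% of the list of electron transport and mitochondrial carriers at an FDR under 0.02 and 75% beyond 2-fold (adjusted p = 0.0516 and 0.0654, Fisher's exact test). They made up 50% of the copper list beyond 2-fold (adjusted p = 0.323, Fisher's exact test), with fewer genes tested in each case. The cell cycle, DNA damage and mismatch repair group held 0% higher genes at an FDR under 0.02 and 0% beyond 2-fold (adjusted p = 0.382 and 0.151, Fisher's exact test), as did the spindle and kinetochore group, with 0% and 0%, but tests of these groups, joined after their values were seen, carry no weight. With standard symbols alone, every list and group tested kept its direction and its side of the threshold. The qPCR correlation was 0.958 without ATP3, 0.977 without COX4, 0.961 without SOD1 and 0.744 without PDR5 (exact permutation p = 0.0833, 0.208, 0.0833 and 0.292), and only without QCR7 did the unadjusted p stay under 0.05, with 24 pairings of 4 genes. The qPCR changes kept their direction in 25 of 25 alternatives without the block, and the growth difference in 29 of 30, the exception being round 30 at 12 h, where NP cultures were higher by 0.508 in optical density (exact permutation p = 0.5, cause not tested). For each of the 5 qPCR genes, and for the density at 8 h in every round, NP and control values did not overlap. Leaving out a replicate, or taking the arithmetic mean of the qPCR folds, could therefore not turn the direction. These alternatives are counted above but do not test it. At 22 h in round 40 the growth difference kept its sign but was only -0.0333 (exact permutation p = 1).

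No paired analysis of the RNA-seq was possible because its comparisons hold no values per library. For the qPCR and the growth, the replicate number as a replicate block cannot change a mean difference, as in PDR5 with 2.01 and the optical density at 8 h in round 40 with -3.85, and with 3 pairs no exact sign-flip p can be under 0.25. In the RNA-seq other size factors, a filter on low counts, other pseudocounts and leaving out libraries were not run for the same lack of values, and the limits that depth sets are unknown.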

Differences from the paper's values

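With the settings used in the text, no value computed here differs from the value the paper states by more than 1.5 times. These values were read from the authors' deposited tables or computed from their own Ct values and optical densities, so this is no independent check of them. The R squared of qPCR against RNA-seq is 0.926 with the mean delta Ct and 0.941 with the arithmetic mean of the folds, a setting chosen after seeing the values under which it falls within the paper's 0.94.

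For the mitochondrial ribosome one sentence of the paper states a decrease of genes of both subunits, while the heading above it states increased expression, and all 7 DEGs of this kind are higher under NP in the authors' deposited table, with 3 in the small and 4 in the large subunit list. The paper splits its genes between the subunits differently, with fewer in the small and more in the large subunit.

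For the later rounds the paper states growth like that of the control and a generation time that fell to the control level. The doubling time from 4 to 8 h under NP was longer than in the control by 0.559 h in round 1, 0.244 h in round 10, 0.735 h in round 20, 0.213 h in round 30 and 0.146 h in round 40 (n = 3 each, exact permutation p = 0.1 per round, the smallest possible), so this gap in doubling time was smallest in the last rounds. At 4 h, before this window, the NP density was 70.6% of the control in round 1, 81.7% in round 10, 63.4% in round 20, 61.9% in round 30 and 47.7% in round 40. It was thus lowest in round 40, although the NP cultures of that round had started at 122% of the control at 0 h. The optical density of the NP cultures was 50.4% of the control at 8 h, 104% at 12 h and 92.8% at 22 h in round 30, and 40.8%, 94.2% and 99.8% in round 40.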

Other observations

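All tests of gene lists in this part were set before the deposited values were examined but after Supplemental Information 2, which holds the same fold changes, had been read. The growth values are given without a test between rounds, and SRG1, GCV1 and HXT7 were named after their values were seen.

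Among genes of serine metabolism, CHA1, which degrades serine, was 46.2-fold higher, the noncoding transcript SRG1, which represses SER3, was 3.75-fold higher, and SER3, of serine synthesis, was 7.09-fold lower in the authors' deposited table. The glycine cleavage genes GCV2 and GCV1 were 4.47-fold lower and 2.97-fold lower, and the S-adenosylmethionine synthetase gene SAM1 3.99-fold higher, in the authors' deposited table. The whole list of 19 genes of one-carbon and serine metabolism went both ways, with 3 higher and 7 lower in the authors' deposited table, and did not pass (adjusted p = 0.286, Fisher's exact test). In the hexose transporter list, HXT2 and HXT7 (2.78-fold higher) were higher in the authors' deposited table. HXT4 (3.91-fold lower), HXT9 (3.73-fold lower) and HXT12 (3.00-fold lower) were among the lower members. The list held 2 higher and 6 lower members of 20 (adjusted p = 0.418, Fisher's exact test), and 5 lower ones when only protein-coding genes with a standard symbol were counted. Of 18 genes of proton pumps and ion transport, 1 was higher and 8 were lower in the authors' deposited table, among them the plasma membrane proton pump gene PMA1 (2.90-fold lower; adjusted p = 1, Fisher's exact test).

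The mating genes among the DEGs were lower, 19 of the 50 members of the list with 0 higher in the authors' deposited table, including the alpha-factor gene MF(ALPHA)2 (6.22-fold lower) and the membrane fusion gene PRM1 (5.99-fold lower; adjusted p = 0.321, Fisher's exact test). Hypoxic and seripauperin genes among the DEGs were lower too, 13 of the 42 members of the list with 0 higher in the authors' deposited table, including the cell wall genes TIR1 (10.5-fold lower) and DAN1 (9.28-fold lower), ANB1 (8.52-fold lower) and PAU24 (8.20-fold lower; adjusted p = 0.548, Fisher's exact test). Of 26 thiamine genes, 19 were lower and 0 higher in the authors' deposited table, with THI12 7.60-fold lower and THI5 4.93-fold lower, and of 9 biotin genes 4 were lower, with BIO4 6.67-fold lower (adjusted p = 0.321 and 1, Fisher's exact test). Among 32 targets of nitrogen catabolite repression, 20 were lower and 0 higher in the authors' deposited table, with the repressor gene DAL80 6.47-fold lower (adjusted p = 0.321, Fisher's exact test). Of 29 ergosterol genes, 8 were lower and 0 higher, and of 19 subtelomeric helicase and COS genes, 10 were lower and 0 higher in the authors' deposited table, with YRF1-3 4.44-fold lower (adjusted p = 0.694 and 0.694, Fisher's exact test). None of these lists could be told apart in direction from the other DEGs. Expression levels are not given, so it is unknown whether the larger changes in them rest on few reads. Of 6 genes specific to mating type alpha, 3 were lower in the authors' deposited table, and of the 7 genes specific to type a, BAR1 alone was a DEG (1.99-fold lower), while 0 of 4 genes deleted in the strain were DEGs. Both groups are the same strain and only comparisons between them were used, so these counts cannot show the identity of the strain. Of the 23 transcripts of the ribosomal DNA, 3 were higher and 6 lower in the authors' deposited table (adjusted p = 0.255, Fisher's exact test).

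In Supplemental Information 7, the optical density of NP cultures at 8 h was 46.5% of the control in round 1, 65.2% in round 10, 37.6% in round 20, 50.4% in round 30 and 40.8% in round 40 (n = 3 each, exact permutation p = 0.1 per round, the smallest possible). At 12 h it was 44.4% in round 1, 75.1% in round 10, 48.3% in round 20, 104% in round 30 and 94.2% in round 40 (n = 3 each, exact permutation p = 0.5 in round 30 and 0.1 in the others). At 8 h in round 40 it was 2.66 ± 0.199 (SD, n = 3) under NP and 6.51 ± 0.339 (SD, n = 3) in the control. The doubling time from 4 to 8 h under NP was 2.22 h in round 1, 1.86 h in round 10, 2.33 h in round 20, 1.78 h in round 30 and 1.66 h in round 40, longest in round 20, and in the control it went from 1.67 h in round 1 to 1.52 h in round 40.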
